# SMRT-Cappable-seq reveals complex operon variants in bacteria

**DOI:** 10.1038/s41467-018-05997-6

**Published:** 2018-09-10

**Authors:** Bo Yan, Matthew Boitano, Tyson A. Clark, Laurence Ettwiller

## Abstract

Current methods for genome-wide analysis of gene expression require fragmentation of original transcripts into small fragments for short-read sequencing. In bacteria, the resulting fragmented information hides operon complexity. Additionally, in vivo processing of transcripts confounds the accurate identification of the 5′ and 3′ ends of operons. Here we develop a methodology called SMRT-Cappable-seq that combines the isolation of un-fragmented primary transcripts with single-molecule long read sequencing. Applied to *E. coli*, this technology results in an accurate definition of the transcriptome with 34% of known operons from RegulonDB being extended by at least one gene. Furthermore, 40% of transcription termination sites have read-through that alters the gene content of the operons. As a result, most of the bacterial genes are present in multiple operon variants reminiscent of eukaryotic splicing. By providing such granularity in the operon structure, this study represents an important resource for the study of prokaryotic gene network and regulation.

## Abstract (web summary)

Fragmentation of transcripts can hide operon complexity in genome-wide transcriptome sequencing. Here the authors sequenced a prokaryotic transcriptome using PacBio and provide insights into operon structure and read-through at termination sites.

## Introduction

The model of operon structure proposed by Jacob and Monod invoked a group of contiguous genes regulated by a common promoter in bacteria^1^. The resulting polycistronic transcripts can be several kilobases (kb) long and encode several proteins usually associated with the same function or metabolic pathway.

With decades of research on bacterial transcriptional regulation, this operon model has been found to be complex with a rich landscape of mechanisms to control expression. RNA-seq and microarrays have been instrumental in understanding many of these mechanisms. But, while these technologies are great in interrogating genome-wide expression profiles in windows of hundreds of bases, they do not provide information on the larger transcriptional context (TC) typically found with bacterial operons. This shortcoming in current technologies for transcriptome analysis has impaired our ability to delineate transcript starts and ends that are typically several kb apart.

To access these transcriptional landmarks that define transcription start sites (TSS) and transcription termination sites (TTS), strategies have been developed to specifically identify TSS^2–5^ and TTS^6^ at base resolution. Nonetheless as for RNA-seq, these strategies rely on the necessary fragmentation of transcripts for short-read sequencing. Consequently, the larger context by which genes are expressed and the phasing between starts and the ends of primary transcripts are lost.

In this study we have developed a strategy called SMRT-Cappable-seq that combines the isolation of the full-length prokaryotic primary transcriptome with PacBio SMRT (Single Molecule, Real-Time) sequencing. Sequencing *E.coli* transcriptome using SMRT-Cappable-seq reveals complex operon structures originated notably from the widespread existence of read-through at termination sites. Such read-through can be modulated according to growth conditions, highlighting a possible regulatory mechanism for gene expression.

## Results

### Sequencing full-length transcripts using SMRT-Cappable-seq

To ensure the sequencing of full-length primary transcripts, we capture the triphosphorylated 5′ ends of transcripts matching the TSS. For this, we adapted Cappable-seq technology previously used to identify TSS^2^ for the isolation of long transcripts (Fig. 1a). The principle of the Cappable technology is based on specific desthio-biotinylation of the 5′ triphosphate characteristic of the first nucleotide incorporated by the RNA polymerases^2^. The desthio-biotinylated RNA is then captured on streptavidin beads and subsequently released from the beads after several washing steps to remove processed RNA.

**Fig. 1:**
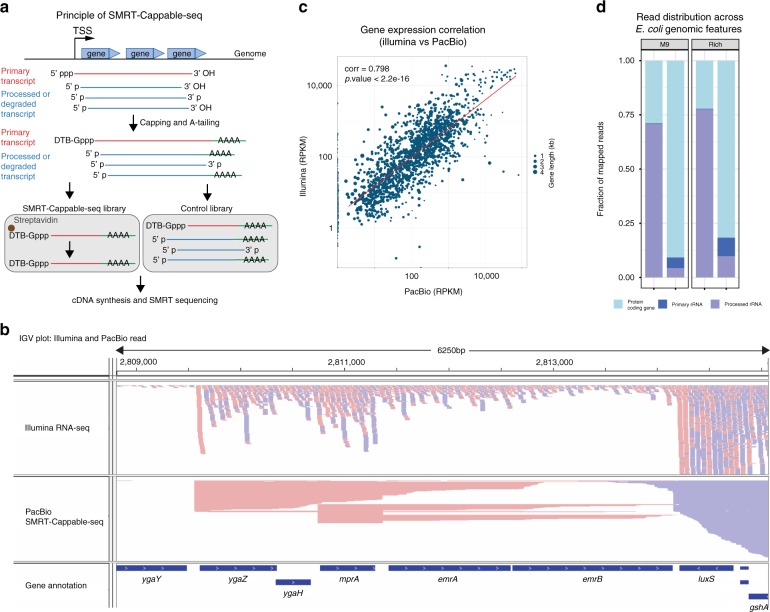
SMRT-Cappable-seq identifies full-length transcripts in bacteria. **a** Schema of the SMRT-Cappable-seq methodology. 5′ triphosphorylated transcripts are capped with a desthio-biotinylated (DTB) cap analog and bound to the streptavidin beads to specifically capture primary transcripts starting at TSS. The polyadenylation step (A-tailing) ensures the priming of the anchored poly dT primer for cDNA synthesis at the most 3′end of the transcript. **b** Integrative Genomics Viewer (IGV) representation of the mapping of SMRT-Cappable-seq reads (top) compared to Illumina RNA-seq reads (bottom) in the *mprA* locus. Forward oriented reads are labeled in pink, reverse oriented reads are labeled in blue. **c** Comparison between gene expression level in Read counts Per Kilobase of transcript, per Million mapped reads (RPKM) for Illumina RNA-seq and SMRT-Cappable-seq. The Spearman’s rank correlation is 0.798 (*p* value < 2.2e-16). Point size denotes the size of the gene (in kb). **d** Fraction of reads mapped to protein coding genes (light blue), primary rRNA (dark blue), and processed rRNA (purple) for both M9 and Rich growth conditions (left panel and right panel, respectively). Reads mapped to primary rRNA are defined as reads which start at a known TSS of a primary rRNA transcript^2^. Processed rRNAs correspond to reads mapped to the rRNA genes but do not start at these TSSs

The capturing of the 5′ triphosphate is expected to markedly enrich for primary transcripts that have also retained their original 3′ ends. Indeed, since the first step of most in vivo RNA degradation pathways is thought to consist of the removal of the 5′ triphosphate, the capturing of triphosphorylated RNA removes degraded and/or processed transcripts on the 3′ end, particularly ends generated from RNase E processing^7^. Nonetheless additional nucleases that do not require the removal of the 5′ triphosphate have been shown to exist^8^ and thus, some remaining 3′ends in our data set may be derived from processing.

To sequence the most 3′end of the captured transcripts, a polyA tail is added and cDNA is synthesized via reverse transcription (RT) using an anchored polyT primer (Fig. 1a and Supplementary Fig. 1). After RT reaction, a polyG is added to the 3′end of the cDNA using terminal transferase. Second-strand synthesis is performed using a polyC primer. Finally, the un-fragmented cDNA is size selected for large fragments (>1 kb), amplified and sequenced using PacBio long read sequencing technology resulting in the identification of full-length transcripts at base resolution. Importantly, long read sequencing provides the phasing of both ends of single transcripts, overcoming the inabilities of short reads to obtain long-range continuity (Fig. 1b). Thus, SMRT-Cappable-seq provides a powerful approach for directly identify entire operon at molecule resolution in bacteria.

We applied SMRT-Cappable-seq to the un-fragmented total RNA from *E. coli* grown in minimal (M9) and Rich medium to compare how growth conditions affect the transcriptome. 

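Each medium was represented by 1 SMRT-Cappable-seq library sequenced on the PacBio RS II, so all values for M9 and Rich below come from single libraries (no replicates). In this assay the 5′ triphosphate that marks a primary transcript is capped with a desthiobiotin nucleotide, the capped RNA is captured on streptavidin beads, and full-length cDNA is read as single molecules, so that each read gives the TSS and the 3′ end of 1 transcript. Cells were grown at 37 °C and 5 μg of total RNA entered each library. The amplified cDNA was separated into bins of 1 to 2, 2 to 3 and 3 to 6 kb on a BluePippin, and 12 SMRTcells were sequenced per library. The authors trimmed the reads, mapped them with BLASR, grouped 5′ ends that lie within 5 bp on a strand, and deposited for each grouped TSS the count of reads at each 3′ end, without normalization. Non-enriched control libraries were also made for both media, and their counts were not in the files analysed here. The M9 library holds 267427 reads in 11161 TSS groups and the Rich library 225933 reads in 10554 groups. The mean read length was 1895 bp in M9 and 2158 bp in Rich, and 19.3% and 10.5% of the reads were shorter than 1 kb. The 10 most used TSSs took 26.6% of the M9 reads and 24.1% of the Rich reads. At these depths the smallest share of a library that can be seen, taken as 3 reads, is 0.00112% in M9 and 0.00133% in Rich. Because the 3 size bins were sequenced separately, the proportion of short to long transcripts in an RS II library depends on how the bins were loaded as well as on the RNA. TTSs were determined again from the counts by the rule in the paper's Methods, and read-through was computed from the same counts. TSSs were the deposited groups with at least 5 reads. The paper's comparison of each TSS with the control library could not be repeated.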

We combined both data sets to obtain a comprehensive overview of the transcriptional landscape of long transcripts (>1 kb) in *E. coli*. 

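The M9 and Rich libraries together hold 493360 reads, with 267427 from M9 and 225933 from Rich. Their mean length, measured from the TSS to the 3′ end of each read, was 2015 bp and the median was 2008 bp. The longest read spanned 5716 bp. With only the reads of TSSs that have at least 5 reads, a restriction chosen after seeing the data, the mean was 2029 bp.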

The combined data set consists of a total of half a million sequencing reads with an average length of 2000 bp. More than 99% of reads are mapped to the *E. coli* genome and only 0.2% of the reads show chimeric structures and were discarded (Methods). 

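Genome coverage was counted as the positions that lie between the TSS and the 3′ end of at least 1 read on either strand, over the 4641652 positions up to the largest coordinate in the files. The M9 reads covered 82.5% of these positions and the Rich reads 81.4%. Together they covered 90.2%. Much of this coverage rests on TSSs with few reads, since the reads of TSSs with at least 5 reads covered 64.2% (a restriction chosen after seeing the data). Coverage of whole genes needs a gene annotation and was not analysed here. From the coverage the paper concludes that the method gives a comprehensive view of full-length transcripts.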

With a coverage of 90.3% of the genome and 81% of the known genes covered entirely by at least one read, SMRT-Cappable-seq provides a comprehensive view of the bacteria full-length transcriptome. Despite size selection of the SMRT-Cappable-seq library favoring long fragments, we found a decent correlation (Spearman’s rank correlation 0.798, *p* value < 2.2e-16) between gene expression derived from SMRT-Cappable-seq and published Illumina RNA-seq^9^ (Fig. 1c and Supplementary Note 1) indicating that SMRT-Cappable-seq is suitable for quantitative measurement of transcript levels. In order to evaluate the reproducibility of the method, we have also performed a separate technical replicate (Methods) and obtained a very good correlation between replicates (Supplementary Note 2) in terms of gene expression (Supplementary Fig. 2a), TSS and TTS identification and quantification (Supplementary Fig. 2b, c).

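The replicates are 2 further libraries made from 5 μg of M9 RNA each and sequenced on the PacBio Sequel with 2 SMRTcells per library. The Results call them a technical replicate and the Methods call them biological replicates. Their cDNA was selected above 1 kb with AMPure beads in place of the BluePippin bins, and the authors deposited the same kind of read counts per TSS and 3′ end. Replicate 1 holds 259779 reads with a mean length of 1825 bp, and replicate 2 holds 211546 reads with a mean length of 1793 bp. Reads shorter than 1 kb made up 4.2% and 1.5% of them. A total of 1925 TSSs in replicate 1 and 1605 in replicate 2 had at least 5 reads, and 1296 TSSs had at least 5 reads in both. Across these 1296 TSSs, which are sites and not independent replicates, usage on the scale of log2(RPM + 1), with RPM the reads scaled to library size, gave a Pearson correlation of 0.975 (permutation p = 1e-05, Benjamini-Hochberg adjusted p = 1.14e-05 over 8 correlations) and a Spearman correlation of 0.948 (permutation p = 1e-05, adjusted p = 1e-05). The raw p of 1e-05 is the smallest that 100000 permutations can give. Their read counts over the common TSSs differed by more than counting error alone gives (chi-square of 2.39 per degree of freedom, p = 7.72e-148). The test takes each read as independent, so it cannot tell whether the replicates share 1 RNA pool. Of 233 TTSs with at least 20 informative reads in both, 2 differed in read-through at an adjusted p under 0.05 by Fisher's exact test. Among the sites the paper names, which include TTSs close to their TSS, 5 of 13 differed. These were leu (77.0% against 100%, adjusted p = 0.0108, Fisher's exact test), acpP from both TSSs (88.7% against 98.4% and 90.6% against 98.8%, adjusted p = 4.93e-08 and 0.0441, Fisher's exact test) and both rplB sites (76.1% against 63.8% and 80.5% against 67.3%, adjusted p = 0.0452 and 0.0388, Fisher's exact test). The correlation moved most when the M9 RS II library took the place of replicate 1, to 0.857, and it was 0.885 when it took the place of replicate 2. The paper takes the correlation between replicates as evidence that the method is reproducible.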

To assess the depletion of processed transcripts, which is an important step in the SMRT-Cappable-seq procedure, we analysed the fraction of reads mapped to ribosomal RNA (rRNA). In bacteria, rRNAs are formed by the processing of the single pre-rRNA transcript to form the mature 5S, 16S, and 23S rRNAs^10^. Because processed rRNA accounts for the vast majority of the RNA in the cell^10^, differential levels of processed rRNA in the control versus SMRT-Cappable-seq libraries is a good indicator of the specificity of SMRT-Cappable-seq for primary transcripts. We found that the number of reads from processed rRNA drops from 71% in the control library to 4% in the SMRT-Cappable-seq library (Fig. 1d and Supplementary Note 3). Furthermore, amongst the reads mapped to rRNA, only 0.4% of rRNA reads in the control library correspond to primary rRNA transcripts (based on the 5′end location) versus up to 53% in the SMRT-Cappable-seq library (Supplementary Note 3). Accordingly, the fraction of mappable reads matching known 5′ or 3′ processing sites is only 2% in the SMRT-Cappable-seq libraries, sharply contrasting with 33% in the control library (Supplementary Notes 3, 4).

These results were validated by quantitative PCR (qPCR) experiments designed to measure the absolute recovery of primary and processed transcripts, before and after streptavidin enrichment. By measuring the absolute amount of RNA molecules, qPCR provides a more accurate estimation of the enrichment for primary transcripts compared to sequencing. qPCR results reveal that an average of 24% of primary transcripts are recovered after streptavidin enrichment compared to only an average of 0.02% recovery rate for processed rRNAs (Supplementary Fig. 2d). Based on these qPCR results, we conclude that SMRT-Cappable-seq has a 1200-fold greater recovery of primary transcripts compared to processed RNAs. Taken together, our results demonstrate that SMRT-Cappable-seq enriches primary transcripts and avoids sequencing of processed transcripts such as rRNA, tRNA, and others.

### SMRT-Cappable-seq identifies transcription landmarks

Consistent with the enrichment for primary transcripts, we found that 93% of mapped SMRT-Cappable-seq reads start within 5 bp of a previously annotated TSS^2^ compared to only 15% in the control library (Supplementary Note 5). We define TSS at single base resolution as genomic positions containing a significant accumulation of 5′end reads. If several TSSs were found within a 5 bp window, only the TSS position with the highest accumulation of read was retained (Methods). 

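A TSS was counted when its group had at least 5 reads, which is the paper's cutoff of more than 4. By this count the M9 library (267427 reads) has 2186 TSSs and the Rich library (225933 reads) has 1902 (no replicates). They hold 95.5% of the M9 reads and 94.8% of the Rich reads, with a median of 19 reads per TSS in M9 and 18 in Rich. When the M9 library was thinned at random to the depth of the Rich library, 2016 TSSs remained. The largest shift came from asking for at least 10 reads per TSS, which left 1548 TSSs in M9 and 1319 in Rich.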

Libraries derived from M9 and Rich growth conditions have a total of 2186 and 1902 TSSs, respectively. 

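At identical position and strand, 1350 TSSs had at least 5 reads in both media, 836 only in M9 and 552 only in Rich. Of the TSSs found only in M9, 440 had no Rich group at the same position. Of those found only in Rich, 390 had no M9 group at the same position. Groups a few bp away were not looked for in these 2 counts. With positions within 5 bp on a strand taken as common, 1466 M9 TSSs had a Rich TSS with at least 5 reads. Usage of the 1350 common TSSs as RPM (reads scaled to library size) gave a Pearson correlation of 0.297 (permutation p = 6e-05, adjusted p = 6e-05 over 8 correlations). The Spearman correlation was 0.680 (permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 1e-05). These are correlations across TSSs of 2 single libraries, not across independent replicates, and with 1 library per medium the medium and the library cannot be told apart. The linear value rests in part on a pair of TSSs far from the median in M9. The TSS at 2246931 on the reverse strand had 18356 reads in M9 and 160 in Rich, and the TSS at 4196300 on the same strand had 14852 and 55. Without them the Pearson correlation was 0.504. The log2 scale moved it furthest, to 0.685. From the linear correlation, the paper concludes that TSS usage is globally correlated between the growth conditions.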

Comparison between growth conditions reveals that 1350 TSSs are common and the TSS usage is globally correlated (corr = 0.3, *p* value < 2.2e-16). The preferred nucleotide for TSS is either adenosine or guanosine consistent with the literature^11^, and nucleotide bias at −10 and −35 bp reveals the standard profile of bacterial promoters (Supplementary Fig. 3a). Collectively, these results confirm the 5′end completeness of the majority of transcripts in SMRT-Cappable-seq.

Similar to the TSS, termination sites were defined at single base resolution as genomic positions containing a significant accumulation of 3′end reads. Contrasting with the 5′end for which the labeling of the triphosphate ensures the direct identification of TSS, the capturing of the termination site is indirect and therefore requires more stringent filtering criteria (Methods). 

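TTSs were called per TSS by the paper's rule. At least 10 reads end at the position, their share of the reads of the TSS is at least 200 times 1/D (D is the distance from the TSS in bp), the binomial p is under 0.05, and positions within 5 bp are merged to the most 3′ one. The M9 library gave 381 pairs of a TSS and a TTS at 334 unique TTS positions (no replicates). The paper's Supplementary Data 1 lists 408 pairs at 362 positions for M9. Of the 381 pairs called from the counts, 357 have a listed pair of the same TSS within 5 bp. In that list, 42 pairs are below the threshold of 200, down to 21.4 times 1/D. Of its 408 pairs, 98 are marked there as matching a known terminator and 310 are not. The median distance from TSS to TTS among the 381 pairs was 1302 bp, and 120 pairs were closer than 1 kb. The threshold on the share changed the number most, from 188 pairs with the strictest threshold tried to 624 pairs at 20 times 1/D.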

Consequently, we observed 347 highly confident termination sites in M9 condition, among which 74 and 1 have been previously identified as Rho-independent and Rho-dependent termination sites, respectively (Supplementary Data 1). Very similar results were obtained for the Rich condition (Supplementary Data 1 and Supplementary Notes 6, 7). 

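Called in the same way, the Rich library gave 431 pairs of a TSS and a TTS at 367 unique positions (no replicates), against 381 pairs at 334 positions in M9. Supplementary Data 1 lists 455 pairs at 386 positions for Rich. Of the 431 called pairs, 412 have a listed pair of the same TSS within 5 bp. The median distance from TSS to TTS was 1710 bp in Rich, with 87 pairs closer than 1 kb. Asking for at least 20 reads at the TTS gave 276 pairs in Rich and 247 in M9, and the widest range came from the threshold on the share, with 265 Rich pairs at the strictest threshold and 652 at 20 times 1/D.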

To estimate the fraction of true TTS, we compared our defined termination sites with the RNase III cleavage sites, a post-transcriptional step that generates processed 3′ ends^12^, and found only 7 SMRT-Cappable-seq termination sites overlapping with Rnase III cleavage sites (Supplementary Note 4). While RNase E also generates processed 3′ ends, the 5′ triphosphate transcripts targeted by SMRT-Cappable-seq are known to be resistant to RNase E processing^13^. Thus, SMRT-Cappable-seq transcripts ends should not be resulting from RNase E cleavage. Accordingly, 95% of the SMRT-Cappable-seq termination sites have a predicted stem-loop structure characteristic of termination sites (See below and Supplementary Fig. 3b). Furthermore, analysis of the sequence upstream of the termination sites identifies two GC rich regions at −24 to −20 bp and −10 to −7 bp followed by a run of uracil residues characteristic of the Rho-independent TTS (Supplementary Fig. 3c)^14^. Taken together, these results suggest that most of the termination sites identified by SMRT-Cappable-seq are genuine TTS.

The majority (86%) of termination sites defined by SMRT-Cappable-seq are located in intergenic regions and almost all are located downstream of one or multiple gene(s), positioning these termination sites at the 3′UTR ends of mature transcripts (See the example shown in Fig. 2a). The relatively low abundance of premature termination sites in SMRT-Cappable-seq libraries is contrasting with the large number of known regulatory sites controlling transcript elongation in the 5′UTR of genes^14,15^. 

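TTSs closer than 1 kb to their TSS differed in number with the size selection of the library. They made up 120 of 381 pairs in the M9 RS II library and 87 of 431 in the Rich RS II library. In the M9 Sequel replicates, whose cDNA was selected with AMPure beads, they were 28 of 393 and 6 of 315 pairs. Reads shorter than 1 kb were 19.3% of the M9 RS II reads, 10.5% of the Rich RS II reads, and 4.2% and 1.5% of the reads of Sequel replicates 1 and 2. All of these libraries therefore keep some transcripts below the selected size, in different proportions. A stricter count of at least 20 reads per TTS lowered the total number of pairs to 247 in M9 RS II. From the selection step, the paper explains the low number of premature termination sites.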

This inconsistency can be explained by the size selection step during library preparation depleting prematurely terminated transcripts that are typically very short, below the selected 1 kb threshold. 

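In the leu operon, the transcript that starts at 83735 on the reverse strand passes the attenuator site at 83572, 163 bp downstream, which Supplementary Data 1 lists under b0075. In the M9 RS II library 79 reads started at this TSS, and of 77 informative reads 16 ended at the site, 1 ended within 50 bp downstream and 60 extended further. Read-through was therefore 77.9% (95% Clopper-Pearson interval 67.0 to 86.6%, no replicates). The Rich RS II library had 0 reads from this TSS, below what its depth can show. Sequel replicate 1 had 77.0% read-through over 61 reads. In replicate 2 all 34 informative reads extended past the site, the largest move among the alternatives (100%). As these terminated transcripts are far shorter than 1 kb, the size selection may affect how many of them are seen. Its effect was not tested at this site, and the M9 RS II library and replicate 1, selected differently, gave similar values.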

We nonetheless identify premature transcripts derived from well-known examples of termination sites in the 5′UTR region of the operon such as the Leu operon (Supplementary Fig. 4). Summing up, our results demonstrate the ability of SMRT-Cappable-seq to comprehensively identify full-length primary transcripts at base resolution. By essentially targeting primary transcripts, SMRT-Cappable-seq is ideally suited to analyse transcriptional output and operon structures in bacteria.

**Fig. 2:**
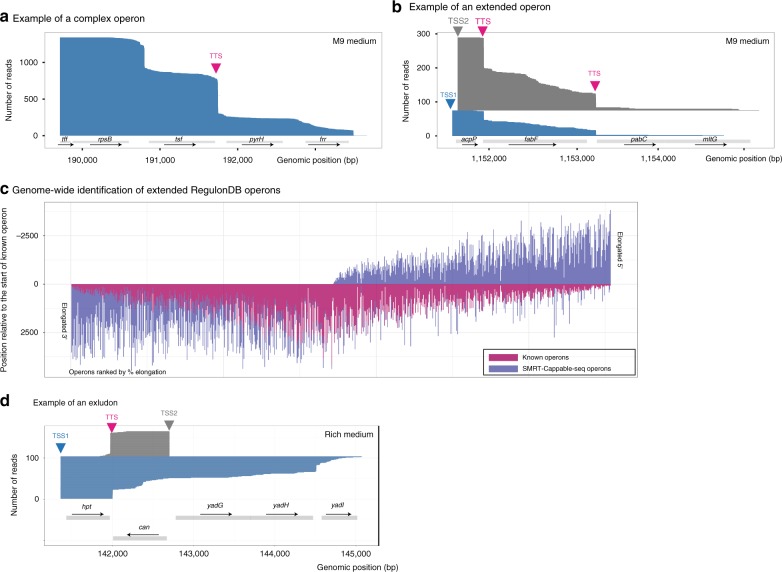
Operons in *E. coli*. **a** An example of the *tff-rpsB-tsf* operon in RegulonDB elongated at its 3′end with two additional genes: *pyrH* and *frr*. The *x*-axis represents the position (in bp) on the reference genome (NC_000913.3) and the *y*-axis represents individual mapped reads ordered by read size in ascending order. For clarity only reads from one TSS (position at 189712) are shown. Red arrow indicates the previously described Rho-independent terminator. *tff* encodes a putative small RNA. The product of *pyrH* is involved in nucleotide biosynthesis, while the products of r*psB*, *tsf*, and *frr* are involved in translation. **b** An example of extending the predicted operon *acpP-fabF*^18^ with two additional genes: *pabC* and *mltG*. **c** Genome-wide distribution of elongated operons compared to RegulonDB with additional gene(s). Elongated operons are defined by at least one SMRT-Cappable-seq read that covers the entire known operon and extends it to include at least one additional fully covered gene. Only the longest known operons were used, and sub-operons fully included in the longest operons were excluded from this analysis. Each line corresponds to the size of the operons (in bp) with the previously annotated operons in pink and the extended operons in blue. Positions are relative to the 5′end of the annotated operon with 0 being the TSS of the annotated operons. In total there are 883 RegulonDB operons extended by SMRT-Cappable-seq from either 5′ or 3′ end or both. **d** An example of an excludon. The transcripts encoding the *can* gene in the sense direction (gray) overlap with the transcripts (blue) containing the entire *can* gene in the antisense direction. Both transcripts share a bidirectional terminator (red arrow) with differential read-through where the majority (93%) of antisense transcript coding for the *can* gene terminates while the majority (85%) of the transcripts coding for *hpt* has read-through

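The TSS at 189712 on the forward strand had 1340 reads in M9 and 1037 in Rich (RS II, no replicates). At the known terminator downstream of tsf, at 191745 and 2033 bp from the TSS, 357 M9 reads ended at the site, 104 within 50 bp downstream and 296 further on, a read-through of 39.1% (95% Clopper-Pearson interval 35.6 to 42.7%). In Rich the read-through was 26.4% (23.3 to 29.7%) over 768 informative reads. The difference between the media gave an adjusted p = 2.66e-07 by Fisher's exact test over the 14 named sites tested, which covers the sampling of reads and not the variation between cultures. An upstream site at 190800 was read through by 75.2% of the M9 transcripts and 86.5% of the Rich transcripts. Reads from this TSS that reached the frr TTS at 193491 numbered 71 of 1340 in M9 and 50 of 1037 in Rich. In the Sequel replicates they were 16 of 788 and 2 of 624, values that the mix of transcript lengths kept there may lower. Sequel replicate 2 in place of the M9 RS II library moved the read-through at the tsf terminator furthest, to 15.8%, and with either replicate the read-through was higher in Rich than in M9, the opposite of the RS II order. The paper presents these transcripts as an extension of the RegulonDB operon by pyrH and frr.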

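Upstream of fabF, the known terminator of acpP lies at 1151888 on the forward strand, and 2 TSSs at 1151511 and 1151575 are the nearest to it, 377 and 313 bp away. From the TSS at 1151575, read-through was 57.7% in M9 (95% Clopper-Pearson interval 50.8 to 64.5%, 213 informative reads) and 84.8% in Rich (78.8 to 89.6%, 184 reads), with no replicates. The other TSS gave 64.4% in M9 over 73 reads and 86.6% in Rich over 254 reads. By Fisher's exact test over the 14 named sites, the adjusted p between the media was 6.77e-09 and 8.08e-05. From a TSS farther upstream, at 1150933 and 955 bp away, the genome-wide comparison gave lower values that did not differ. They were 30.5% of 82 reads in M9 and 27.0% of 37 reads in Rich (Fisher's exact test, p = 0.829). Transcripts from these TSSs that stop at this site are shorter than 1 kb, so the size selection may remove part of them before sequencing. How many were lost was not measured. With M9 Sequel replicate 2 in place of the M9 RS II library, read-through from 1151575 and 1151511 was 98.4% and 98.8%, which was the largest move. With either replicate the M9 value from these TSSs was above the Rich value. With replicate 1 that difference did not pass (adjusted p = 0.231 and 0.299, Fisher's exact test over 12 sites). The paper shows transcripts that continue past this site to pabC and mltG as an extension of the predicted operon.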

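In the Rich RS II library, 61 reads started at the can TSS at 142703 on the reverse strand. Of 57 informative reads, 48 ended at the TTS at 141972 and 5 within 50 bp downstream, so that 93.0% were terminated (95% Clopper-Pearson interval 83.0 to 98.1%, no replicates). On the forward strand, 105 reads started at the hpt TSS at 141360. The hpt site at 142003 was read through by 78.1% of them (69.0 to 85.6%). Of the 105 hpt reads, 54 extended past the can TSS on the strand opposite to can. In M9 the can TSS had 309 reads and the hpt TSS 30, of which 5 extended past the can TSS. When only reads ending at the exact hpt position were counted as terminated, an alternative chosen after seeing the data, read-through in Rich was 85.4%. The paper presents the overlap of these transcripts as an example of an excludon.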

### 34% of operons in RegulonDB are extended

To take full advantage of the unique abilities of SMRT-Cappable-seq to obtain long-range continuity of transcripts, we simultaneously analysed the positions of 5′ and 3′ ends of reads representing unique transcripts in *E. coli*. Surprisingly, we observed that a large fraction of reads extend further from annotated termination sites in RegulonDB and often include additional genes.

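Supplementary Data 1 marks 98 of its 408 M9 pairs as known terminators. It lists 9816 reads at these sites, and in the M9 RS II counts 1289 reads ended within 50 bp downstream and 2508 extended further, so that 18.4% of the reads that reached a known terminator continued past it (no replicates). The median over the 98 sites was 9.2%. For the 91 known terminators listed for Rich the pooled share was 17.8% and the median 8.9%. Over all TTSs called in M9, the share of sites with read-through depended most on the window in which 3′ ends still counted as terminated, and a window of 100 bp lowered it from 72.4% to 59.1%. From reads of this kind, the paper concludes that many transcripts extend beyond annotated termination sites.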

To systematically evaluate the fraction of extended operons containing additional genes, we compared transcripts defined from the combined SMRT-Cappable-seq libraries with known operons from RegulonDB^16^. If at least one SMRT-Cappable-seq read fully covers and extends a RegulonDB operon by one or multiple gene(s) on the 3′, 5′, or both ends, this RegulonDB operon is defined as extended (Methods). 

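For each RegulonDB operon that the paper's supplement lists as extended, the bounds of its extended gene combination were taken from the supplementary lists where both ends could be found there. That was possible for 532 of the 883 listed operons, because part of the operon list was not in the files analysed here. Over the M9 and Rich RS II libraries together, 507 of these 532 were spanned by at least 1 read. At least 2 reads spanned 185 of them, at least 5 reads 91 and at least 10 reads 60. The median was 1 spanning read per operon. Because the bounds come from a shortened list, these are lower limits. The number of reads required moved the count most, as only 60 of the 507 remained at 10 reads. The paper counts an operon as extended from a single read, and concludes on this definition that many RegulonDB operons are extended.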

Using this definition, we found that 34% (883 operons) of annotated operons in RegulonDB are extended (Fig. 2a, b, c). With new polycistronic operons containing additional genes, SMRT-Cappable-seq represents a powerful technique to identify full-length transcripts and transcriptional boundaries. Because genes implicated in same metabolic pathways are often found on the same operon^1^, SMRT-Cappable-seq also provides a powerful strategy to predict with experimental evidence for co-expression, metabolic pathways, and gene function in bacteria.

While *E. coli* is one of the best annotated prokaryotic species, it also has a total of 924 genes of yet unknown or predicted function (based on RegulonDB annotation)^16^. Based on our data set, 110 of these unknown genes are now found together with genes with known function in the extended operons. For example, two previously unknown genes *yedJ* and *yedR* are found on the same operon with *dcm* and *vsr*, which encode DNA-cytosine methyltransferase and DNA mismatch endonuclease, respectively. Accordingly, we predict the *yedJ* and *yedR* genes to be involved in processing DNA modification or DNA repair.

Finally, we also found many operons (165 in M9 and 146 in Rich) which contain entire genes in both the sense and the antisense direction (see Fig. 2d for example of such operon). This result confirms the widespread presence in *E. coli* of long antisense RNAs (asRNAs) described for *Listeria*^17^.

### SMRT-Cappable-seq reveals a rich architecture of variants

Extended operons correspond to only a subset of differentially annotated operon in SMRT-Cappable-seq data sets. With the ability to link the 5′ to the 3′ end of transcripts, SMRT-Cappable-seq unravels a number of smaller operons within operons leading to transcripts with novel combination of genes.

By analogy with the variety of eukaryotic transcripts resulting from splicing, we describe such modular usage of operons as operon variants. To avoid overestimating the number of operons, we use a conservative definition of operons for which a defined TSS and a defined TTS can be found. If no TTS can be found, the longest transcript is used to describe operons (Methods).

Thereby, we defined 2347 operons that encode unique combination of genes, amongst which 840 (36%) are not annotated in the RegulonDB database (Supplementary Data 2, Data 3 and Supplementary Note 8). 

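The part of Supplementary Data 2 analysed here has 1998 rows, with 1569 unique gene combinations from 1663 TSSs. The listed operons carry a mean of 1.955 genes. Every one of the 1663 TSSs is present with reads in the RS II counts. In total 901 are TSSs in both media, 506 only in M9 and 256 only in Rich. The median number of M9 reads per listed TSS was 21. Assigning genes to transcripts again needs a gene annotation, so the total number of operons was not analysed here. The TSSs behind the list depend on the read cutoff, which at 10 reads in place of 5 lowers the number of M9 TSSs from 2186 to 1548. From the comparison with RegulonDB, the paper concludes that a large part of these operons is not annotated there.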

We also compared the SMRT-Cappable-seq operons with operons predicted in a previous study^18^, and we found around 40% of our operons were not predicted (see Fig. 2b for example). SMRT-Cappable-seq operons have an average of 2.1 genes per operon compared to 1.4 in RegulonDB suggesting that polycistronic operons are more prevalent than previously thought: around 30% of the defined operons start within another operon (see Supplementary Fig. 5 for examples).

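To count operons that start within another operon, each TSS was given an end at its most distal TTS, or at its longest read where it has no TTS, and was counted when it lies inside the interval of another TSS on the same strand of the same library. By this count 1054 of 2186 TSSs in M9 (48.2%) and 922 of 1902 in Rich (48.5%) lie within another operon, 48.3% over both (no replicates). Many of these intervals are set by a single long read. These are shares of TSSs, while the paper gives a share of its defined operons, which are unique gene combinations. Where an operon without a TTS had to end at a position reached by at least 2 reads, the share was 35.2%, which was the largest move and an alternative chosen after seeing the data. With the longest read as the end for every TSS it was 50.9%. The paper takes the overlap of operons, with the mean number of genes per operon, as a sign that polycistronic operons are more prevalent than previously thought.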

To assess the extent of operon variants in *E. coli*, we define transcriptional context (TC) as the unique combination of genes within an operon, and investigated for each annotated gene, the number of unique TC the gene is found in. We found that around 50% of genes analysed are in more than one TC with some genes being found in, as many as 15 TCs (Fig. 3a). On genome-wide scale, SMRT-Cappable-seq identifies 2370 more genes in multiple TCs than those annotated in RegulonDB. 

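Reads that reach the frr TTS at 193491 on the forward strand were counted for each TSS that Supplementary Data 2 lists with a gene combination containing frr (b0172). The part of the list analysed here has 9 such combinations from 7 TSSs. In the Rich RS II library, all 7 TSSs had reads reaching the frr TTS, 566 reads in total (no replicates). Most of them, 531, came from the TSS at 192616, directly upstream of frr. The remaining TSSs contributed 14 reads from 191734, 7 from 192813, 5 each from 190705 and 191811, 3 from 190794 and 1 from 189839. In M9, 3 of the TSSs had reads reaching it, 426 reads from 192616, 4 from 192813 and 3 from 191811. The tff-rpsB-tsf TSS at 189712 is not among these 7 TSSs. From it, 71 reads in M9 and 50 in Rich also reached the frr TTS (RS II). The counts by TSS are therefore incomplete, and they do not show that upstream transcripts reaching frr were rarer in M9. Past the TTS, read-through from 192616 was 16.9% in M9 (95% Clopper-Pearson interval 13.5 to 20.8%) and 47.8% in Rich (43.5 to 52.2%). Sequel replicate 2 in place of the M9 RS II library moved the M9 value to 71.4%, and with either replicate M9 had the higher read-through. With replicate 1 that difference did not pass (adjusted p = 0.0807, Fisher's exact test over 12 sites). When only reads ending at the exact position counted as terminated (chosen after seeing the data), the Rich value was 89.4%. From these combinations the paper concludes that frr is transcribed in different contexts.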

The Ribosome-recycling factor *frr* gene exemplifies the extent of TC modularity with eight different TCs (Fig. 3b), each of them having a different gene configuration. In contrast, RegulonDB and previous literature describe only the transcript containing the *frr* gene alone^19^. These results demonstrate that genes within multiple TCs are more common in bacteria than previously thought, highlighting a level of gene control that has not yet been thoroughly assessed.

**Fig. 3:**
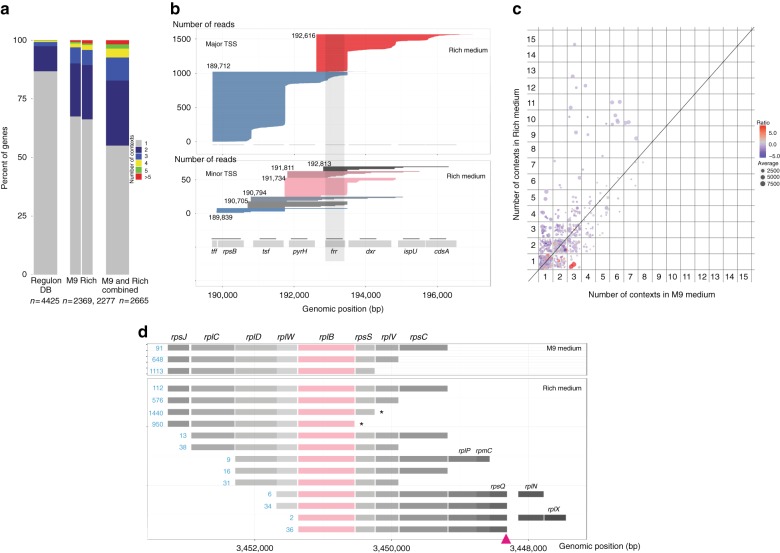
Transcriptional context. **a** Distribution of genes according to the number of transcriptional contexts from RegulonDB (left Bar chart), individual SMRT-Cappable-seq (Center Bar charts), and combined SMRT-Cappable-seq data set (Right Bar chart). Only genes having at least one context are considered (*n* = the number of genes). The number of transcriptional contexts for a given gene X is the number of unique combinations of genes co-transcribed with gene X. **b** Individual reads (Rich condition) mapping across the *frr* gene ordered by TSS location and decreased read size. Read colors represent TSS positions. Reads derived from major and minor TSS are divided into two panels offering different scale for clarity. The *frr* gene is transcribed from eight different gene contexts when the cells are grown in Rich medium. These contexts are altering the gene content of the transcripts encoding the frr protein. The eight possible combinations are: *rpsB-tsf-pyrH-frr*, *tsf-pyrH-frr-dxr*, *tsf-pyrH-frr*, *pyrH-frr-dxr*, *pyrH-frr*, *frr-dxr-ispU-cdsA*, *frr-dxr-ispU*, and *frr* alone. RegulonDB only annotates *frr* alone. **c** Number of contexts in M9 medium (*x*-axis) compared to the number of contexts in Rich medium for each selected genes. The point size represents the average expression level between the two growth conditions while the color represents the ratio between the expression level in Rich medium compared to M9 medium. **d** Example of the *rplB* gene coding for the 50S ribosomal subunit protein L2 showing a change in the number of transcriptional context from 13 contexts (Rich medium) to only three contexts (M9 medium). * indicates the SMRT-Cappable-seq defined TTSs downstream of *rpsS* and *rplB*, and red arrow indicates the previously known TTS downstream of *rpsQ*. The number of reads supporting each context is shown in blue

Interestingly, TC can be condition dependent. For genes that are expressed in both M9 and Rich media, 35% display differences in TC. Those genes tend to be found in a greater variety of TC in Rich compared to M9 medium (Fig. 3c). 

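Supplementary Data 4 gives the number of contexts of each gene in both media, and the RS II counts give the number of reads behind it. In its list 1981 genes have contexts in both media and 622 of them (31.4%) differ, 332 with more contexts in Rich and 290 with more in M9 (exact sign test, p = 0.1; genes of 1 operon are not independent). Reads that fully cover a gene could be counted where its bounds are known from the supplementary lists. That holds for 1544 of the 1981 genes (77.9%), so the comparison was restricted to the 1314 genes in the part of the operon list analysed here, of which 1311 have bounds. Of these 1311 genes, 194 have more contexts in Rich and 187 more in M9. The median log2 ratio of covering reads, Rich over M9, was 1.28 for genes with more contexts in Rich and -0.31 for genes with more in M9. For genes with equal numbers it was 0.71. Among 268 genes whose covering reads differ by less than 1.5 times, 40.7% differed in contexts, and among the other 1043 genes 26.1% did. The paper reads the distribution in Fig. 3c as a greater variety of contexts in Rich medium, and it names gene expression as a possible confounder.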

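The main TSS upstream of rplB, at 3453441 on the reverse strand, had 3054 reads in M9 and 3606 in Rich (RS II, no replicates), or 11419.9 and 15960.5 RPM. The TTSs listed for rplB lie at 3450268 and 3450259, 9 bp apart, and the gene combination differs by 1 gene between them. At the site at 3450268, read-through was 66.3% in M9 (95% Clopper-Pearson interval 64.1 to 68.4%, 1962 informative reads) and 54.1% in Rich (52.0 to 56.1%, 2323 reads). Fisher's exact test over the 14 named sites gave an adjusted p = 2.45e-15. Reads that reach the site came from 22 TSSs in Rich and 4 in M9, counting the main TSS, and the other TSSs are rare. Of 2432 Rich reads that reach it, 2285 came from the main TSS, and in M9 the main TSS gave 1933 of the reads that reach it. Leaving the reads that end within 50 bp out of the denominator changed the read-through most, to 90.5% in M9 and 83.7% in Rich. The paper counts the gene combinations of these transcripts as contexts of rplB and compares their number between the media.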

For example, the *rplB* gene coding for the 50S ribosomal subunit protein L2 is transcribed in 13 different TCs when the cells are grown in Rich medium compared to only 3 in M9 medium (Fig. 3d). Genes with more TCs in Rich medium (Supplementary Data 4) are significantly enriched in biological processes involved in translation (GO analysis, 12-fold enrichment, *p* value = 1.62e-09 with Bonferroni correction for multiple testing). This result suggests that the overall operon complexity can depend on the growth condition. Nonetheless further work needs to be done to rule out the possible confounding effect of changes in gene expression.

### Operon variants result from extensive read-through at TTS

Next, we investigated the possible mechanisms underlying the existence of the large number of operon variants found by SMRT-Cappable-seq. We found that many of the sub-operons and extended operons that we identify are the consequence of extensive read-through at TTS. The concept of read-through is not new and has been demonstrated for some operons^20–22^, reporter constructs^23^ and described for convergent operons^18^. Nevertheless, the extent of read-through across prokaryotic transcriptome or the link between TTS read-through and operon variants has never been explored.

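Read-through of a TTS was computed as the reads that end more than 50 bp downstream, divided by all reads that end at the TTS, within 50 bp downstream or further. In the M9 RS II library, 276 of 381 TTSs (72.4%, 95% Clopper-Pearson interval 67.7 to 76.9%) had read-through above 5% (no replicates). In the Rich RS II library 296 of 431 did (68.7%, 64.1 to 73.0%). The M9 Sequel replicates gave 64.1% of 393 and 67.0% of 315 TTSs. A median of 54 informative reads in M9 and 53 in Rich stands behind each site, at which a share of 5% is only a few reads. At the 408 M9 sites of Supplementary Data 1 the share was 72.8% when reads ending up to 5 bp upstream counted as terminated, and 74.8% (305 sites) with the number of reads at the TTS taken from the list, an alternative chosen after seeing the data. It was most sensitive to the window, since counting reads that end up to 100 bp downstream as terminated gave 59.1% in M9 and 58.5% in Rich. From the share of sites above 5%, the paper concludes that read-through is pervasive across the transcriptome.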

SMRT-Cappable-seq highlights the pervasiveness of the in vivo read-through of the entire transcriptome with 75% of TTSs having at least 5% of read-through transcripts (Fig. 4a, Supplementary Data 2 and Supplementary Note 7). TTSs overlapping with experimentally validated TTSs show essentially similar behavior with 70% of known terminators having read-through (Fig. 4a). 

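With the number of reads at each TTS as Supplementary Data 1 lists it and the reads downstream from the RS II counts, 67 of the 98 M9 sites marked there as known terminators had read-through above 5% (68.4%, 95% Clopper-Pearson interval 58.2 to 77.4%, no replicates). Among the other 310 sites, 238 did (76.8%). The reads within 50 bp of and beyond each M9 site in the list equal those in the counts in all 408 rows, and the reads at the site equal those at the exact position in 299 rows. For Rich, 56 of 91 known terminators (61.5%, interval 50.8 to 71.6%) and 266 of 364 other sites (73.1%) were above 5% when computed in the same way. Among the alternatives for all M9 sites, a window of 100 bp moved the share most, to 59.1%. The paper reasons from these shares that known and other TTSs behave alike.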

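The median read-through per TTS was 13.3% in M9 and 12.3% in Rich (RS II, no replicates). It exceeded 50% at 29 of 381 TTSs in M9 and at 45 of 431 in Rich, and the highest values were 87.0% and 78.0%. In the M9 Sequel replicates 29 and 28 TTSs exceeded 50%. At the tsf terminator of Fig. 2a, at 191745, read-through was 39.1% in M9 and 26.4% in Rich. Sequel replicate 2 in place of the M9 RS II library lowered the M9 value at this terminator to 15.8%, the largest move there. From the range among sites, the paper concludes that the degree of read-through depends on the TTS.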

The degree of read-through largely depends on the TTS, in some cases as high as 50% of the transcripts extending across sites (Fig. 4a and Fig. 2a). Interestingly, the extension in the majority of the cases is longer than 100 bp on average (Fig. 4b, c), and around 40% of termination sites have read-through transcripts that include additional gene(s), which indicates that the downstream extension is functional (Fig. 4c). 

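Of the M9 TTSs, 333 had at least 1 read ending more than 50 bp downstream. The median extension of those reads was longer than 100 bp at 247 of the 333 (74.2%), and the median over sites was 145 bp (no replicates). In Rich it was longer than 100 bp at 283 of 362 TTSs (78.2%), with a median of 176 bp over sites. Extensions with a median over 1000 bp were seen at 33 TTSs in M9 and 36 in Rich. These shares follow from the definition, since reads that end within 50 bp were left out. When all reads ending downstream of the TTS were counted, an alternative chosen after seeing the data, the median extension passed 100 bp at 30.8% of M9 and 35.6% of Rich TTSs. The column of median extension in Supplementary Data 1 is above 100 bp in 208 of 408 M9 rows (51.0%). Additional genes in the extensions need a gene annotation and were not analysed here. The paper takes the additional genes in such extensions as an indication of function.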

As a result, display of transcripts sharing the same TSS collectively forms a staircase pattern originating at the 3′ end (Supplementary Fig. 6).

**Fig. 4:**
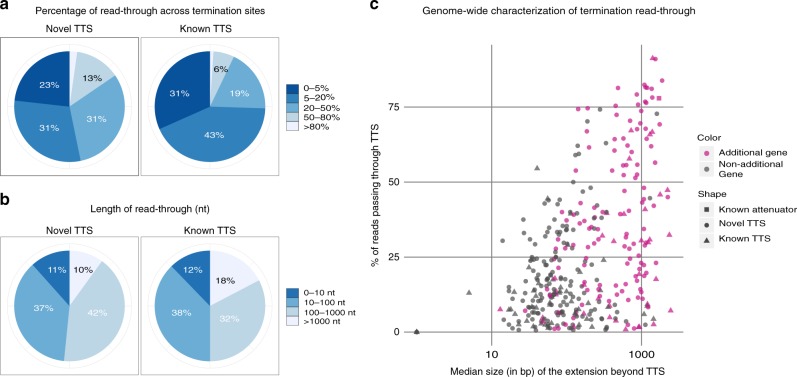
The vast majority of termination sites have read-through. **a** Pie chart showing the range of percentage of read-through for novel (left panel) and known (right panel) terminator sites in M9 medium. In 238 out of 310 novel TTS, the read-through is above 5% (Supplementary Data 1). For 67 of the 98 previously known TTS, the read-through is above 5%. **b** Pie chart showing the range of median size in bp of the 3′ extended region passing the termination site in M9 medium. 151 out of 408 termination sites contain additional genes. **c** Relation between the percentage of read-though (*y*-axis) and median size of the region (in bp) located 3′ of the TTS (*x*-axis) in M9 medium. TTSs with read-through containing additional gene(s) are in pink

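Read-through was compared between the M9 and Rich RS II libraries at each TTS with Fisher's exact test on terminated and read-through reads. Of the 592 pairs called in either medium, 256 had at least 20 informative reads in both libraries. At a Benjamini-Hochberg adjusted p under 0.05, 44 differed, 22 with higher and 22 with lower read-through in Rich (no replicates). In 29 of them the difference was at least 20 percentage points. With 1 library per medium, the test covers the sampling of reads and not the variation between cultures. The same test gave 2 of 233 TTSs between the M9 Sequel replicates, but 75 of 243 and 69 of 212 between the M9 RS II library and each M9 Sequel replicate. Of the 44 TTSs, 36 could be tested with each Sequel replicate in place of the M9 RS II library, and 20 kept their direction with both. Among those 20, the largest rises from M9 to Rich were at the TTS at 1689833 (b1613), from 19.7% of 76 reads to 74.5% of 51 reads (Fisher's exact test, adjusted p = 4.66e-08), at 1954572 (b1870 and b1871), from 30.4% of 23 to 76.7% of 43 reads (adjusted p = 0.004, Fisher's exact test), and at 3643082 (b3498), from 27.8% of 72 to 71.2% of 111 reads (adjusted p = 2.79e-07, Fisher's exact test). The largest falls were at 857716 (b0820), from 69.2% to 20.8% of 53 reads, at 147906 (b0134 and b0133), from 60% of 25 to 17.6% of 34 reads, and at 2597797 (b2478 and b2477, the dapA-bamC terminator), from 39.6% of 497 to 10.8% of 195 reads. Their adjusted p by Fisher's exact test was 1.18e-05, 0.00865 and 4.66e-13. With Sequel replicates 1 and 2 as the M9 library, the fall at 857716 shrank from -48.5 to -13.9 and -8.84 percentage points. At 147906 it shrank from -42.4 to -9.08 and -12.1. It changed less at 2597797, from -28.9 to -25.5 and -24.7, and the rises listed stayed above 41 points with both replicates. The count of differing TTSs moved most with Sequel replicate 1 as the M9 library, to 70. From such sites, the paper concludes that read-through depends on the growth condition.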

Comparison between growth conditions reveals that, in a notable number of cases, the degree of read-through is condition dependent (Fig. 5a), consistent with TTS serving as a major modulator of gene regulation. 

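The prs transcript starts at 1262176 on the reverse strand, and the TTS between prs (b1207) and dauA (b1206) lies at 1260887, 1289 bp downstream. The M9 RS II library had 220 reads from this TSS and the Rich library 185 (no replicates). Of 166 informative M9 reads, 84 ended at the TTS or up to 5 bp upstream, 11 within 50 bp downstream and 71 further on, a read-through of 42.8% (95% Clopper-Pearson interval 35.1 to 50.7%). In Rich, 158 of 173 informative reads extended further, or 91.3% (86.1 to 95.1%). The difference gave an adjusted p = 8.12e-22 by Fisher's exact test over the 14 named sites, for the sampling of reads only. This TTS is taken from Supplementary Data 1, since it does not pass the threshold of 200 times 1/D in the counts and so is not among the 256 sites of the genome-wide test. Counting ends up to 5 bp upstream as terminated was settled for all named sites after seeing the data, and with the exact position alone read-through was 70.3% in M9 and 97.5% in Rich. Of all the alternatives, Sequel replicate 2 in place of the M9 RS II library moved the M9 value furthest, to 14.1% of 170 reads, and replicate 1 gave 15.4% of 221 reads. Both replicates differed from the M9 RS II library (adjusted p = 8.07e-09 and 1.35e-08, Fisher's exact test over 13 sites) and not from each other (adjusted p = 0.84, Fisher's exact test). The size selections keep different mixes of transcript lengths, which may lower the Sequel values. That effect was not tested at this site. The paper presents this site as an example of condition-dependent read-through.

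**Figure D1:**
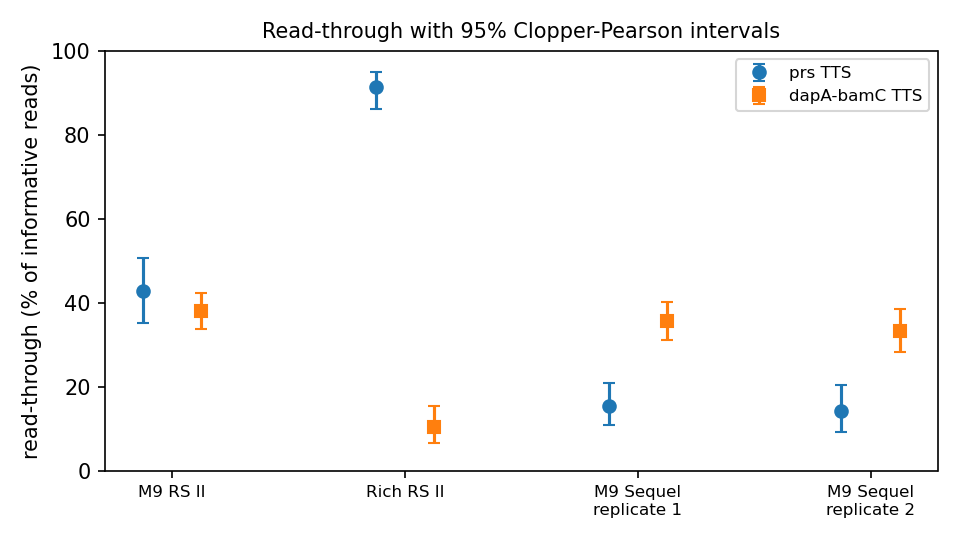
Read-through, in percent of informative reads, at the prs TTS (circles) and at the dapA-bamC TTS (squares) in the M9 RS II library, the Rich RS II library and both M9 Sequel replicates, with bars for the 95% Clopper-Pearson interval. At prs the Rich library is highest at 91.3% and the M9 libraries range from 14.1% to 42.8%, while at dapA-bamC the Rich library is lowest at 10.3%.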

For example, the *prs-dauA* operon containing a TTS between the *prs* and *dauA* gene shows 91% read-through in Rich medium as opposed to only 46% in M9 condition (Fig. 5b and Supplementary Fig. 7a for more examples). 

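Usage of the prs TSS was 823 RPM in M9 (220 reads) and 819 in Rich (185 reads). Transcripts from it that reached the TTS downstream of dauA, at 1259084 and 3092 bp from the TSS, were 56 of 220 in M9 (25.5%) and 137 of 185 in Rich (74.1%), or 209 and 606 RPM (RS II, no replicates). In the M9 Sequel replicates, prs usage was 924 and 832 RPM, and 10 of 240 and 1 of 176 transcripts reached the end of dauA. The Sequel libraries show fewer long extensions in general. Median extensions over 1000 bp were seen at 33 TTSs in M9 RS II, and at 7 and 2 in Sequel replicates 1 and 2. Their low dauA counts therefore cannot be told apart from a loss of long reads. The read-through at the prs TTS itself fell to 14.1% with Sequel replicate 2 in place of the M9 RS II library, the alternative that moved it most. From similar usage of the TSS and unequal read-through, the paper describes an apparent up-regulation of dauA in Rich medium through the change in read-through.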

This change in the degree of read-through results in the apparent up-regulation of the *dauA* gene in Rich condition despite similar expression levels at the TSS. The *dauA* gene encodes for the C4 dicarboxylic acid transporter, which mediates succinate transportation. Previous studies have shown that the acetate accumulation rate is faster in Rich compared to M9 medium^24^, which leads to an acidic pH. As a result, succinate has to be excreted from the cell, which requires the expression of the *dauA* gene^25^. Therefore, the control of read-through of the TTS is a possible mechanism to enable the bacteria to adjust their enzyme levels quickly to the fast changing environment.

**Fig. 5:**
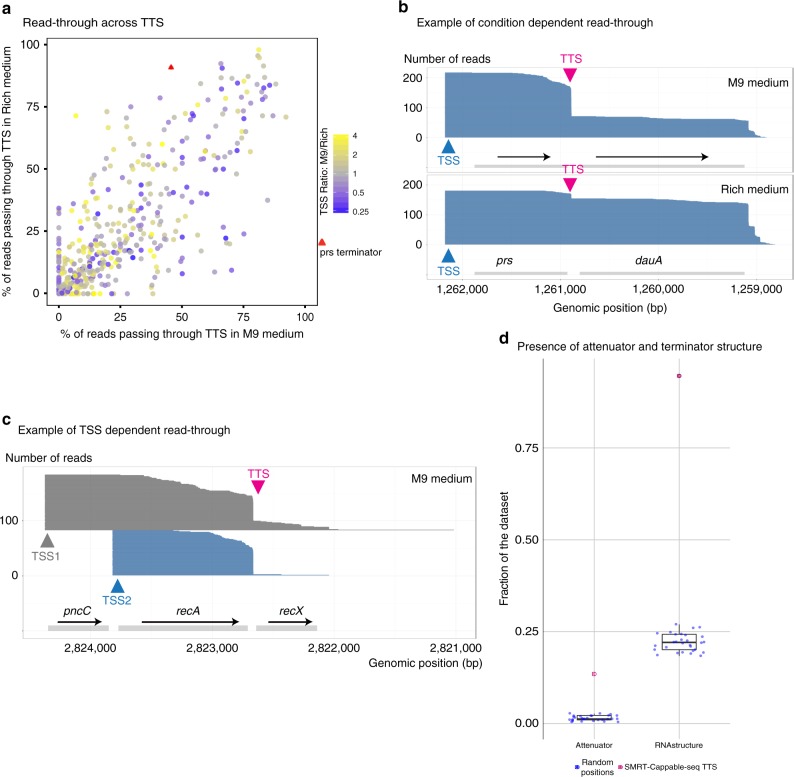
Condition dependent read-through and TSS-dependent read-through. **a** Percentage of reading-through across TTS in Rich and M9 conditions. Colors denote the ratio between expression levels of transcripts in M9 vs Rich medium at TSS. **b** An example of the *prs-dauA* operon containing a previously known TTS (red arrow), where the rate of read-through is condition dependent. The TTS between the *prs* and *dauA* gene shows 91% read-through in Rich medium as opposed to 46% read-through in M9 medium. As a result the *dauA* gene is up-regulated in Rich medium compared to M9 growth condition despite comparable expression level between conditions for its co-transcribed *prs* gene. **c** An example of a TSS-dependent read-through for overlapping transcripts in the same orientations. 32% read-through is observed for the long transcript (TSS1) vs 5% read-through for the short transcript (TSS2). **d** Percentage of termination sites in M9 medium (red) and random positions (blue) with predicted attenuator structures (left panel) (Pasific algorithm^28^) and predicted termination loop (right panel). 55 out of 408 termination sites have a predicted attenuator structure, and 386 of 408 termination sites have a predicted terminator structure

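The recA TTS at 2822663 on the reverse strand is reached from the TSS at 2824373 (TSS1, 1710 bp away) and from the TSS at 2823818 (TSS2, 1155 bp away). In the M9 RS II library, read-through was 27.9% for TSS1 (95% Clopper-Pearson interval 17.1 to 40.8%, 61 informative reads) and 4.2% for TSS2 (0.51 to 14.3%, 48 reads), and the difference gave p = 0.00167 by Fisher's exact test (no replicates). In the Rich RS II library it was 16.0% of 100 reads and 8.5% of 106 reads, a difference that sampling of reads can give (Fisher's exact test, p = 0.135). In both M9 Sequel replicates the order was the opposite. Replicate 1 had 4.9% of 326 reads for TSS1 and 22.2% of 36 reads for TSS2 (Fisher's exact test, p = 0.00101). Replicate 2 had 3.2% of 317 reads and 34.6% of 26 reads (Fisher's exact test, p = 1.1e-06), and gave the largest move of both M9 values. With only reads at the exact position counted as terminated (chosen after seeing the data), the M9 RS II values were 32.1% and 4.88%. The paper presents recA, from the M9 RS II reads, as a case in which the longer transcript is read through more often.

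**Figure D2:**
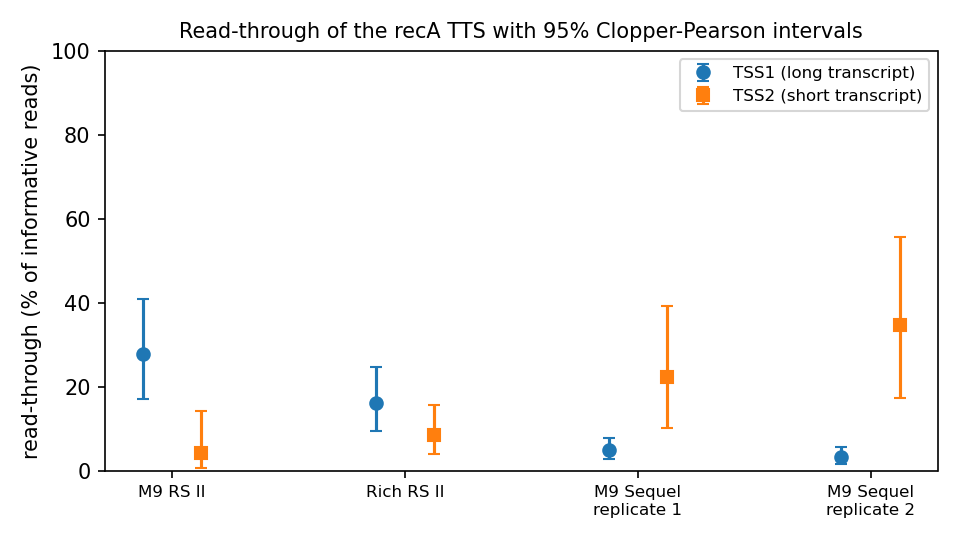
Read-through of the recA TTS, in percent of informative reads, for TSS1 (circles) and TSS2 (squares) in the M9 RS II library, the Rich RS II library and both M9 Sequel replicates, with bars for the 95% Clopper-Pearson interval. TSS1 is higher in the M9 RS II library (27.9% against 4.2%) and lower in Sequel replicates 1 and 2 (4.9% against 22.2% and 3.2% against 34.6%).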

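For each TTS reached from more than 1 TSS, read-through was compared between the pair of TSSs with the most informative reads, at least 20 each, by Fisher's exact test. In the M9 RS II library 20 of 58 TTSs differed at a Benjamini-Hochberg adjusted p under 0.05, and in the Rich RS II library 17 of 58 (no replicates). The TSS nearer to the TTS had the higher read-through at 14 of the 20 sites in M9 and at 14 of the 17 in Rich. The M9 sites with the smallest adjusted p involve short distances. At the TTS at 3850750, read-through was 39.3% of 267 reads from the TSS at 3853016 and 100% of 52 reads from the TSS at 3850755, which lies 5 bp from the TTS (adjusted p = 3.26e-17, Fisher's exact test). At 3600971 it was 100% of 55 reads from a TSS at 3601003 and 22.9% of 35 reads from 3604315 (adjusted p = 9.92e-15, Fisher's exact test). At 2534344 it was 95.8% of 429 reads from 2533499 and 67.9% of 56 reads from 2533600 (adjusted p = 2.65e-08, Fisher's exact test). Transcripts that end less than 1 kb from their TSS are shorter than the size selection is set to keep. A transcript terminated 5 bp from its TSS could hardly be recovered, so the 100% there says nothing about termination. Such sites are still counted among the 20. Restricted to TSSs at least 1000 bp upstream of the TTS, the count was 3 in M9 and 6 in Rich, the largest move among the alternatives. From cases such as recA, the paper reasons that the level of read-through is correlated with the location of the TSS.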

Furthermore, we found for a handful of cases that the degree of read-through of a given terminator can vary according to the TSS, a phenomena that we term “TSS-dependent read-through”, because the level of TTS read-through is correlated with the location of the transcript TSS (Fig. 5c). Accordingly, we hypothesize that the overall structure difference between transcripts initiated at different TSS maybe a mechanism for such coordination.

Next we examined whether this pervasive read-through across TTS is the consequence of “weak” terminators. For this, we predicted the termination loop structure, and found no significant correlation (Pearson correlation 0.022, *p* value = 0.6487) between the free energy of the RNA secondary structure and the degree of TTS read-through (Supplementary Fig. 3b). Furthermore, a similar motif profile containing the classic loop structure was observed for TTS data sets with both low and high read-through (Supplementary Fig. 3b and 3c). The polyU characteristic of the region of the termination sites is present for both high and low read-through TTS, however, and consistent with previous findings, we found that the polyU tract is better defined in the low read-through TTS data set (Supplementary Fig. 3c)^26^. Collectively, these results indicate that the structure of the termination loop tends to be well-conserved with a better defined polyU track for the stronger TTS.

Next, we examined whether regions flanking the loop can be another determinant of the read-through level. Previous studies have described riboswitches leading to two mutually exclusive RNA structures, one of which forms a transcriptional terminator and results in transcription termination, and the other forms an antiterminator that allows read-through across the terminator^14,27^. While riboswitches have been extensively studied in the past, they have primarily been identified in the 5′ UTRs of operons to modulate the commitment of the RNA polymerase to either fully transcribe or prematurely abort transcripts^14^. We analysed the TTS found by SMRT-Cappable-seq using a published algorithm for the prediction of regulatory premature termination such as attenuator^28^.

We found that 13.5 % of the TTSs are preceded by predicted attenuator structures (Fig. 5d). That is a 10 fold enrichment of attenuator structures at SMRT-Cappable-seq TTS compared to randomly selected sequences, suggesting that the read-through may be modulated via such structures.

As most of the SMRT-Cappable-seq TTSs are located 3′ of a transcribed gene, we hypothesized that these attenuator-like structures are also modulating read-through in the 3′ UTRs of transcripts after the polymerase has transcribed one or several gene(s). Under this hypothesis, attenuator-like structures are not only controlling the commitment of the RNA polymerase to transcribe operons but are also involved in a more fine-tune control of the gene compositions of operons.

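The dapA-bamC terminator at 2597797 on the reverse strand lies 1987 bp from the TSS at 2599784, which had 909 reads in M9 and 325 in Rich. In the M9 RS II library 197 of 519 informative reads extended past it, a read-through of 38.0% (95% Clopper-Pearson interval 33.8 to 42.3%). In the Rich RS II library 21 of 204 did, or 10.3% (6.5 to 15.3%). The adjusted p was 4.36e-14 by Fisher's exact test over the 14 named sites, with no replicates within RS II. The M9 Sequel replicates gave 35.6% of 447 reads and 33.2% of 331 reads, and neither differed from the M9 RS II library (adjusted p = 0.546 and 0.215, Fisher's exact test over 13 sites). With only reads at the exact position counted as terminated, chosen after seeing the data, the M9 value was 45.3% and the Rich value 13.7%, the largest move among the alternatives. The paper reports that qPCR also showed the difference between the media at this terminator. From this difference the paper selected the terminator to test the role of the attenuator by deletion, an experiment also measured by qPCR. No qPCR values were analysed here.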

To test this hypothesis, we studied the known *dapA-bamC* Rho-independent terminator that shows 40 and 11% differential read-through in M9 and Rich medium, respectively (Supplementary Fig. 7a), which is a differential read-through that we confirmed by qPCR. An attenuator structure was predicted 5′ of the TTS^28^ (Supplementary Fig. 7b). We deleted the sequence predicted to be attenuator in the bacterial genome^29^ and measured the level of read-through in both growth conditions using qPCR. We found that deleting the attenuator sequence, while it does not affect the read-through in M9 growth condition, it significantly (Unpaired *t*-test, *p* value < 0.005) increased the read-through in Rich medium (Supplementary Fig. 7c and 7d). This indicates that this attenuator controls the conditional-regulated termination.

Taken together, these results demonstrate that a large number of operon variants are resulting from read-through at TTS. With the majority of operon termination sites having substantial read-through, this study redefines termination sites as a major point of control of gene expression. Here we show that the termination sites of operons have similar modular capacities to create polycistronic transcripts with variable gene compositions. Our results provide experimental evidences that a large fraction of bacterial gene expression is regulated by conditional-regulated termination possibly via attenuator structures.

## Discussion

By highlighting a comprehensive view of the full-length transcriptional landscape, this study provides an important resource for functional annotation and the understanding of gene regulation in bacteria and microbiomes. Applications in microbiomes are particularly appealing since SMRT-Cappable-seq will be able to uncover partial or complete metabolic pathway by phasing functionally related genes on the same sequencing reads.

This unique ability to phase transcripts over long distances has also revealed the complexity of operon structures, complexity driven by both the regulation of transcription initiation and the modularity of transcription termination notably termination read-through. Studies have accumulated evidence of read-through for specific transcripts^21^. Consistent with our results, evidence of widespread read-through at 227 annotated *E. coli* termination sites has been shown in reporter constructs and the degree of such read-through can be affected by the extent of the polyU track^23^. Our study adds to the body of evidences for termination read-through by demonstrating the pervasive and modular nature of read-through across the native bacterial transcriptome. It is likely that in native context, the read-through is under the control of a number of additional factors such as the strength of the promoter that determines the degree of cooperation between RNA polymerase molecules in transcription elongation^30,31^. In turn, efficient translation promotes faster elongation and possibly higher read-through at termination sites. Consistent with this idea, we have experimental evidence that the degree of read-through at termination sites can be correlated with the TSS. It would be interesting to further study the mechanism leading to such correlation and whether or not the strength of the promoter is one determinant of read-through. This read-through represents a powerful mechanism to control elongation of transcription unit and include additional genes. In some cases, this control can be condition dependent and lead to the net up or down regulation of gene expression despite constitutive promoter activity.

Such modularity in the degree of transcription termination leads to a spectrum of sub-operons within larger operons and the ability of bacteria to transcribe genes in an array of TCs. In the case of RNA-seq these TCs are hidden and their importance has been underestimated. Yet, several studies have demonstrated that not only the level of gene expression but also the larger TC by which a gene is expressed is important for function. For example, a recent study has shown that co-translation of genes on the same transcripts influences the proper arrangement and folding of complex protein structures^32^, highlighting the importance of relating gene expression in the context of other genes on the same transcripts.

## Methods

### Growth conditions and RNA isolation for SMRT Sequencing

*E. coli* k-12 strain MG1655 was grown at 37°C in M9 minimal medium with 0.2% glucose and Rich medium (per liter 10 g Tryptone, 5 g Yeast Extract, 5 g sodium chloride, pH 7.2), respectively. The culture was grown to late log phase (OD600 between 0.55–0.6). Two volumes of RNAlater (Life Technologies) was added to the culture and saved at 4 °C overnight. The RNA was extracted using RNAeasy Midi kit (Qiagen). The isolated RNA had a RNA integrity number (RIN) above 9.0 as determined by Bioanalyzer (Agilent), and was used for SMRT-Cappable-seq.

### Enrichment of full-length prokaryotic primary transcripts

The capping reaction was performed on total RNA: 5 μg of *E. coli* RNA was incubated in the present of 0.5 mM DTB-GTP (New England Biolabs) and 100 units of Vaccinia Capping Enzyme (New England Biolabs) and 0.25 units of yeast pyrophosphatase (New England Biolabs) for 0.5 h at 37 °C in 100 μl reaction volume. In order to measure the recovery of triphosphate transcripts, 1 ng of in vitro synthesized Gluc (Gaussia Luciferase) transcripts were mixed with the *E. coli* RNA for the capping and following reactions. The capped RNA was purified using AMPure beads.

Next, a polyA tail was added in vitro by incubating the capped RNA in 50 μl reaction volume with 20 units *E. coli* Poly(A) Polymerase (New England Biolabs) and 1 mM ATP for 15 min at 37 °C. The capped and tailed RNA was purified using AMPure beads and eluted in 50 μl low TE buffer. A volume of 10 μl of the reaction (non-enriched RNA) was put aside and used as control.

The capped RNA was enriched using hydrophilic streptavidin magnetic beads (New England Biolabs). A volume of 40 μl of beads were prepared by washing with Washing Buffer and suspended in 40 μl Binding Buffer (see below for composition). A volume of 40 μl of capped and tailed RNA was incubated with the beads at room temperature for 30 min on a rotator. The beads were then washed thoroughly three times with binding buffer and three times with washing buffer. To elute the RNA, the beads were resuspended in 26 μl Biotin Buffer and incubate at 37 °C for 25 min on a rotator, and 14 μl of Binding buffer was added and incubate for another 5 min. The Biotin eluted enriched RNA was purified with AMPure beads and eluted in 20 μl Low TE.

Low TE buffer: 1 mM Tris-HCl pH7.5; 0.1 mM EDTA

Binding Buffer: 10 mM Tris-HCl pH7.5; 2 M NaCl; 1 mM EDTA

Washing Buffer: 10 mM Tris-HCl pH7.5; 250 mM NaCl; 1 mM EDTA

Biotin Buffer: 1 mM Biotin; 10 mM Tris-HCl pH7.5; 0.5 M NaCl; 1 mM EDTA

### cDNA synthesis for SMRT Sequencing

A volume of 20 μl of enriched RNA (SMRT-Cappable-seq) and 10 μl of non-enriched RNA (control)) were used in a 40 μl first strand cDNA synthesis reaction with 400 units of ProtoScript II Reverse Transcriptase (New England Biolabs) and 50 μM RT primer (Supplementary Table 1). Reactions were incubated at 42 °C for 1 h, then 50 units Rnase If (New England Biolabs) was added and incubated at 37 °C for another 30 min. The reactions were purified using AMPure beads and eluted in 20 μl Low TE.

The polyG was added to the 3′end of cDNA for second-strand synthesis using Terminal transferase (TdT, New England Biolabs). The purified cDNA/RNA duplex samples were incubated with 10 units TdT and 2 mM dGTP at 37 °C for 30 min. For the SMRT-Cappable-seq RNA, the reaction was purified using 30 μl hydrophilic streptavidin magnetic beads (New England Biolabs) as mentioned above but without Biotin buffer elution. The washed beads with the bound cDNA/RNA duplex were resuspended in 30 μl Low TE. For control RNA, the reaction products were purified using AMPure beads and eluted in 30 μl Low TE.

### SMRTbell library preparation and SMRT Sequencing

We prepared two libraries using 5 μg of *E. coli* RNA from M9 and Rich medium, respectively. These two libraries were sequenced using PacBio RS II platform as described below (Supplementary Fig. 1).

Second-strand cDNA synthesis was performed on both control and enriched first strand cDNA/RNA duplex samples with LongAmp HotStart Taq DNA polymerase (New England Biolabs) using Pac_oligodC20 primer following the manufacturer’s instructions.

PCR cycle number optimization was used to determine the optimal amplification cycle number for the downstream large-scale PCR reactions following the standard iso-seq protocol [http://www.pacb.com/wp-content/uploads/2015/09/User-Bulletin-Guidelines-for-Preparing-cDNA-Libraries-for-Isoform-Sequencing-Iso-Seq.pdf]. Second-strand cDNA was then bulk amplified with LongAmp HotStart Taq using Pac_for_dU and Pac_rev_dU primers, which contain an internal 5′-dUTP. Large-scale PCR products were purified with AMPure PB beads (Pacific Biosciences) and quality control was performed on a BioAnalyzer (Agilent). cDNA was then subjected to size fractionation using the Sage BluePippin system (Sage Science), collecting three size-bins: 1–2 kb, 2–3 kb, and 3–6 kb. Following size selection, size-selected cDNA was re-amplified using LongAmp HotStart Taq. Purified, size-selected cDNA was eluted in 20 μl Low TE and then digested using 1 unit USER (New England Biolabs) to create sticky ends. The the sticky ended cDNA for each size-bin was then ligated to 1 μM hairpin adapters that contain complementary sticky ends to create SMRTbell templates using 2000 Units T4 DNA ligase (New England Biolabs). After incubation at room temperature for 1 h for ligation, 100 Units Exonuclease III (New England Biolabs) and 10 Units Exonuclease VII (USB) were added into the ligation reaction to remove the incompletely formed SMRTbell templates.

SMRTbell libraries for the 2–3 kb and 3–6 kb size-bins were subjected to an additional round of size selection on the Sage BluePippin to remove trace amounts of small inserts. Primer was annealed and samples were sequenced on the PacBio RS II (Menlo Park) for each respective size-bin. A total of 4 SMRTcells per size-bin were sequenced using P6-C4 chemistry and 4-h movies.

In addition, to measure the reproducibility, we prepared another two libraries using 5 μg of *E. coli* RNA from M9 medium as biological replicates, and sequenced them using the PacBio sequel platform.

For PacBio Sequel platform, we performed the same amplification and adapter ligation steps as mentioned for the RS II sequencing, except that the amplified cDNA was subjected to size selection using 0.4X AMPure beads to remove the small fragments below 1 kb. Primer was annealed and samples were sequenced on the PacBio Sequel (Menlo Park) following standard protocol. A total of 2 SMRTcells per replicate were sequenced using 8-h movies.

All the primers and adapter are listed in the Supplementary Table 1.

### qPCR

SMRT-Cappable-seq enrichment: The first strand cDNAs were used as templates to determine the enrichment of primary transcript. The level of rRNA and mRNA was examined using qPCR (Luna Universal qPCR Master Mix, New England Biolabs) with primers targeting *E. coli rrlH, rrlA, hupB, rmf* genes, and the Gluc gene (Supplementary Table 1).

Deletion strains: To examine the degree of read-through across the *dapA-bamC* termination site, the cDNA was synthesized from RNA of wild type and deletion strain using ProtoScript II Reverse Transcriptase (New England Biolabs) with random primers following the manustructure’s instructions. The degree of read-through was measured by comparing the expression level of RNA upstream of TTS (qPCR1) with the level downstream of TTS (qPCR2) (Supplementary Fig. 7b) using qPCR (Luna Universal qPCR Master Mix, New England Biolabs).

All the qPCR primer sequences are listed in the Supplementary Table 1.

### Genomic modifications

To determine the effect of attenuator structure on transcription termination, we deleted a predicted attenuator region of the *dapA-bamC* terminator (Supplementary Fig. 7b) from *E. coli* genome (deletion strain DEL) and compared the read-through across this termination site. An *E. coli* B strain C2566 (New England Biolab), referred to in the text as “wild type,” was used as the parental strain for genomic modification^29^. The wild type and deletion strain were grown in M9 and Rich grown condition late log phase and the RNA was extracted using RNAeasy Mini kit (Qiagen).

### Mapping to the NC_000913.3 genome

The SMRT-seq CCS (circular-consensus) reads were processed using the pacbio_trim.py script. This script contains 2 functions: the filter and poly function. The filter function removes chimeric reads containing more than one AdaptorL (Supplementary Table 1) and reads without AdaptorL. The remaining reads were trimmed for 3′end polyA sequences and 5′end polyC sequences using the poly function.

The trimmed reads were mapped to the *E. coli* genome using BLASR (RRID:SCR_000764) (-clipping soft). The alignment and all analyses were based on the *E. coli* genome NC_000913.3 and corresponding gene annotation expected for the rRNA analysis (Supplementary Note 3).

Additionally, we used adjust_3end.py script on the mapped reads to trim the remaining of polyA tails at the 3′end of the mapped reads.

The RNA-seq Illumina data downloaded from the European Nucleotide Archive (SRR3132588) were trimmed using Trimgalore [http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/] and mapped to the *E. coli* genome NC_000913.3 using BWA (RRID:SCR_010910) version 0.7.5a-r418^33^. NCBI gene annotation from NC_000913.3 was used to define gene body and the gene expression level was estimated using bedtools (RRID:SCR_006646) multicov version v2.24.0 (-s parameter). For each gene, the number of Illumina reads was compared with the number of PacBio reads overlapping with the gene.

### TSS determination

To identify TSS, we defined T as the number of reads in the same orientation starting at a given position and TPM (tag per million) as T divided by the number of mappable reads multiplying by one million. TPMs were calculated for each position on the genome. We calculated the SMRTratio, which is the ratio of SMRT-Cappable-seq TPM divided by Control TPM. For this analysis, a pseudo-count of 1 has been added to T at each position. Only positions with a SMRTratio above 1 were retained.

Nearby TSS positions in the same orientation within 5 bp distance were clustered together and only the position with the largest number of reads was used as the representative TSS position for the cluster. The number of reads at TSS corresponds to the sum of T in the cluster.

Only TSSs with more than four reads were retained in the final set of TSS. 2186 and 1902 TSS were found for the M9 and Rich medium growth condition, respectively. TSSs were considered as common between growth conditions if their genomic positions are identical and on the same strand. The pearson correlation of TSS between conditions is calculated by comparing TSS scores between M9 and Rich growth conditions.

The counting and clustering were performed using TSS_analysis.py count and cluster function.

The SMRT-Cappable-seq clustered TSSs under M9 growth condition were compared with the previous Cappable-seq results^2^ as described in the Supplementary Note 5.

### TTS determination

In this analysis, SMRT-Cappable-seq TTSs were defined as positions with significant accumulation of reads at 3′end. To determine the TTSs, first the number of transcripts with unique 3′ ends was counted for each clustered TSS using TSS_analysis.py count function. To distinguish true TTS from random read end due to incomplete transcription or degradation, we performed a statistical binomial test. More specifically, we calculated the the distance (D in bp) from the 3′ end of a read to its TSS. And if the percent (the number of reads ending at this position divided by the number of reads with the same TSS) was 200 times higher than the probability of random ending at this position (which is 1/D) and there were at least 10 reads, we defined this position as a TTS. The consecutive binomial probabilities were calculated using pbinom function in R, and one-tailed test at the 95% confidence level was used to delimit the statistically significant ends (TTS). The binomial test was performed using the binomial test.R script. In very few cases, TTS positions were within 5 bp. Therefore we merged these nearby TTSs into single site corresponding to the most 3′end position. The percentage of reads passing-through the TTS site was calculated as described in the Supplementary Note 7. TTS positions are provided in Supplementary Data 1.

The defined TTSs were compared with the previously experimentally identified termination sites and attenuator sites from Ecocyc (RRID:SCR_002433)^34^ as described in the Supplementary Note 6.

### RNA structure analysis at transcriptional termination sites

RNA sequence 40 bp upstream of the defined TTS was used for predicting secondary structure using RNAstructure^35^ version 5.8.1. The RNA structure with the lowest free energy was predicted using the Fold function with the following parameters:–loop 30–maximum 20–percent 10–temperature 310.15–window 3. The RNA structure with free energy lower than −10 was defined as having a termination loop in Fig. 5d.

### Antiterminator prediction at transcriptional termination sites

RNA sequence 100 bp upstream of the defined TTS was used to predict the antiterminator structure using PASIFIC webserver^28^ with parameters optimized for detecting the attenuator. The RNA sequence showing a score above the 0.5 threshold was reported as having an attenuator in Fig. 5d.

### Motif logo analysis at TTS and TSS

The −30 bp to 10 bp region of the defined TTS and the −45 bp to 5 bp region of the defined TSS under M9 condition was used for motif analysis. Motif logos were generated using the program weblogo3^36^.

### Extended RegulonDB operons

In this study, operons were determined as unique combination of genes included in individual transcripts. Therefore, reads fully covering the same genes were considered to be from the same operon.

The previously annotated operons in RegulonDB were compared with the SMRT-Cappable-seq reads from the combined M9 and Rich data set. If the read(s) fully covers an annotated operon and an additional gene(s), this annotated operon was extended by SMRT-Cappable-seq. Covering was determined using bedtools intersect version v2.24.0 (-s parameter).

### SMRT-Cappable-seq operons determination

To determine the operon based on the SMRT-Cappable-seq result with high confidence, only transcripts with precise TSS (with over 4 reads) were used for this analysis as mentioned above. The start and end of the operon were defined by the TSS and TTS, respectively. For those transcripts without a defined TTS, the longest transcript was used for operon determination. Only the genes that were fully covered by SMRT-Cappable-seq transcripts were annotated into the operon.

Finally the SMRT-Cappable-seq defined operons from both M9 and Rich conditions were compared with the previous annotation in RegulonDB^16^ (Supplementary Note 8). The defined SMRT-Cappable-seq operons are shown in Supplementary Data 2.

### Gene context analysis

For each annotated gene, the number of operons that include the gene was calculated, and the gene contexts between M9, Rich condition, and RegulonDB (RRID:SCR_003499) were compared.

### Go enrichment analysis

Go enrichment analysis and *p* value for genes with additional contexts in Rich medium was performed using the Gene Ontology Consortium^37^. The Bonferroni correction for multiple testing has been applied.

### Code availability

The custom scripts used for the data analysis in this study are freely available on github [https://github.com/elitaone/SMRT-cappable-seq].

### Data availability

Sequencing data and processed results were deposited and available at Gene Expression Omnibus GSE117273. All other data are available from the authors upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

## References

[1] Jacob F, Monod J (1961). Genetic regulatory mechanisms in the synthesis of proteins. J. Mol. Biol..

[2] Ettwiller L, Buswell J, Yigit E, Schildkraut I (2016). A novel enrichment strategy reveals unprecedented number of novel transcription start sites at single base resolution in a model prokaryote and the gut microbiome. BMC Genom..

[3] Thomason MK (2015). Global transcriptional start site mapping using differential RNA sequencing reveals novel antisense RNAs in Escherichia coli. J. Bacteriol..

[4] Bischler T, Tan HS, Nieselt K, Sharma CM (2015). Differential RNA-seq (dRNA-seq) for annotation of transcriptional start sites and small RNAs in Helicobacter pylori. Methods.

[5] Kim D (2012). Comparative analysis of regulatory elements between Escherichia coli and Klebsiella pneumoniae by genome-wide transcription start site profiling. PLoS Genet..

[6] Dar D (2016). Term-seq reveals abundant ribo-regulation of antibiotics resistance in bacteria. Science.

[7] Houseley J, Tollervey D (2009). The many pathways of RNA degradation. Cell.

[8] Dar D, Sorek R (2018). High-resolution RNA 3’-ends mapping of bacterial Rho-dependent transcripts. Nucleic Acids Res..

[9] Vital M (2015). Gene expression analysis of E. coli strains provides insights into the role of gene regulation in diversification. ISME J..

[10] Srivastava AK, Schlessinger D (1990). Mechanism and regulation of bacterial ribosomal RNA processing. Annu. Rev. Microbiol..

[11] Hawley DK, McClure WR (1983). Compilation and analysis of Escherichia coli promoter DNA sequences. Nucleic Acids Res..

[12] Gordon GC, Cameron JC, Pfleger BF (2017). RNA sequencing identifies new RNase III cleavage sites in Escherichia coli and reveals increased regulation of mRNA. mBio.

[13] Luciano DJ, Vasilyev N, Richards J, Serganov A, Belasco JG (2017). A novel RNA phosphorylation state enables 5’ end-dependent degradation in Escherichia coli. Mol. Cell.

[14] Ray-Soni A, Bellecourt MJ, Landick R (2016). Mechanisms of bacterial transcription termination: all good things must end. Annu. Rev. Biochem..

[15] Santangelo TJ, Artsimovitch I (2011). Termination and antitermination: RNA polymerase runs a stop sign. Nat. Rev. Microbiol..

[16] Gama-Castro S (2016). RegulonDB version 9.0: high-level integration of gene regulation, coexpression, motif clustering and beyond. Nucleic Acids Res..

[17] Toledo-Arana A (2009). The Listeria transcriptional landscape from saprophytism to virulence. Nature.

[18] Conway T (2014). Unprecedented high-resolution view of bacterial operon architecture revealed by RNA sequencing. mBio.

[19] Shimizu I, Kaji A (1991). Identification of the promoter region of the ribosome-releasing factor cistron (frr). J. Bacteriol..

[20] Morita T, Ueda M, Kubo K, Aiba H (2015). Insights into transcription termination of Hfq-binding sRNAs of Escherichia coli and characterization of readthrough products. RNA.

[21] Stringer AM (2014). Genome-scale analyses of Escherichia coli and Salmonella enterica AraC reveal noncanonical targets and an expanded core regulon. J. Bacteriol..

[22] Gusarov I, Nudler E (2001). Control of intrinsic transcription termination by N and NusA: the basic mechanisms. Cell.

[23] Chen YJ (2013). Characterization of 582 natural and synthetic terminators and quantification of their design constraints. Nat. Methods.

[24] Luli GW, Strohl WR (1990). Comparison of growth, acetate production, and acetate inhibition of Escherichia coli strains in batch and fed-batch fermentations. Appl. Environ. Microbiol..

[25] Rolfe MD (2012). Lag phase is a distinct growth phase that prepares bacteria for exponential growth and involves transient metal accumulation. J. Bacteriol..

[26] Epshtein V, Cardinale CJ, Ruckenstein AE, Borukhov S, Nudler E (2007). An allosteric path to transcription termination. Mol. Cell.

[27] Serganov A, Nudler E (2013). A decade of riboswitches. Cell.

[28] Millman A, Dar D, Shamir M, Sorek R (2017). Computational prediction of regulatory, premature transcription termination in bacteria. Nucleic Acids Res..

[29] Tikh I. B. & Samuelson J. C. Leveraging modern DNA assembly techniques for rapid, markerless genome modification. *Biology Methods and Protocols***1**, bpw004 (2016).10.1093/biomethods/bpw004PMC718927132368618

[30] Epshtein V, Nudler E (2003). Cooperation between RNA polymerase molecules in transcription elongation. Science.

[31] Goliger JA, Yang XJ, Guo HC, Roberts JW (1989). Early transcribed sequences affect termination efficiency of Escherichia coli RNA polymerase. J. Mol. Biol..

[32] Shieh YW (2015). Operon structure and cotranslational subunit association direct protein assembly in bacteria. Science.

[33] Li H, Durbin R (2009). Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics.

[34] Keseler IM (2013). EcoCyc: fusing model organism databases with systems biology. Nucleic Acids Res..

[35] Reuter JS, Mathews DH (2010). RNAstructure: software for RNA secondary structure prediction and analysis. BMC Bioinforma..

[36] Crooks GE, Hon G, Chandonia JM, Brenner SE (2004). WebLogo: a sequence logo generator. Genome Res..

[37] Ashburner M (2000). Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nat. Genet..

How the deposited data were processed for this re-analysis (not part of the article)

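SMRT-Cappable-seq libraries of E. coli were analysed from 4 files of counts, 1 library each: M9 and Rich medium on the PacBio RS II, and 2 further M9 libraries on the PacBio Sequel, called replicate 1 and replicate 2. The authors trimmed the reads, mapped them with BLASR, grouped 5′ ends within 5 bp on a strand into a TSS, and deposited the raw count of reads at each 3′ end of each TSS. The paper's Methods describe a filter of TSSs against the control libraries. Whether these counts were filtered in this way is not stated with the files. The RS II libraries were selected in size bins on a BluePippin and the Sequel libraries above 1 kb with AMPure beads. The paper's Results name the Sequel libraries a technical replicate and its Methods biological replicates.

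The M9 RS II library holds 267427 reads, the Rich RS II library 225933, and the Sequel replicates 259779 and 211546. The smallest share that 3 reads can show is 0.00112%, 0.00133%, 0.001155% and 0.00142% of these libraries. Read-through was given a 95% Clopper-Pearson interval, which covers the sampling of reads only. Each medium has 1 RS II library, so differences between the media carry no estimate of the variation between cultures.

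A TSS needed at least 5 reads. A TTS needed at least 10 reads of 1 TSS ending at a position, a share of at least 200 times 1/D with D the distance in bp, and a binomial p under 0.05, and positions within 5 bp were merged to the most 3′ one. Read-through was the reads ending more than 50 bp downstream, as a percent of those ending at the TTS, within 50 bp downstream and further. Read-through was compared at TTSs with at least 20 informative reads on each side by Fisher's exact test, with Benjamini-Hochberg adjustment at 0.05. TSS usage was compared by Pearson and Spearman correlation with 100000 permutations, seed 1, and the p of 8 correlations was adjusted together. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

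The sites named in the text were set by a rule: every operon, gene or site the paper names for these libraries, the 3 TTSs with the largest rise and the 3 with the largest fall from M9 to Rich among those with an adjusted p under 0.05 and the same direction with each Sequel replicate in place of the M9 RS II library, and the 3 M9 TTSs with the smallest adjusted p in the comparison between TSSs. This rule, the main settings and most alternatives were chosen before the files arrived. The exceptions were chosen after seeing the data and are marked where their values appear. For the sites the paper names, positions were taken from Supplementary Data 1, and reads ending at the TTS or up to 5 bp upstream counted as terminated, for all sites and libraries alike. That definition was also chosen after seeing the data. It follows the merging of positions in the paper's Methods. With the exact position alone, prs in M9 had 70.3% in place of 42.8% read-through and recA TSS1 32.1% in place of 27.9%. The prs TTS does not pass the threshold of 200 times 1/D, so the rule for calling TTSs from the counts alone would have missed it.

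TTS calling was tested on simulated data with 200 planted TTSs. Of these, 157 were recovered, among them all 133 that lie above the limit the rule sets, and 0 false TTSs were called. The other simulated 3′ ends were spread evenly along each transcript, so the rule could hardly call a false TTS. The 0 therefore gives no rate of false calls for real libraries, where ends need not be spread evenly. The comparison of read-through was tested on 256 simulated sites of which 100 were changed. It recovered 85 of them and called 1 unchanged site. Reads in this simulation varied only by binomial sampling, so variation between libraries or cultures was not part of it.

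The alternatives tried were other read minimums, other thresholds on the share, windows of 20 and 100 bp, sites not merged, reads within 50 bp left out, the sites of Supplementary Data 1, pooled TSSs, TTSs at least 1000 bp from the TSS, and the Sequel libraries in place of the M9 RS II library. Gene combinations and numbers of contexts were taken from the supplementary tables, and bounds of genes from the TSSs and TTSs listed there. For Rich, the columns of Supplementary Data 1 for reads beyond the TTS and reads within 50 bp are exchanged relative to the counts in all 455 rows, so the reads downstream were taken from the counts. For the comparison of known with other terminators, the number of reads at each TTS was taken from the list. Left out for lack of a genome and gene annotation were the total number of operons, genes in more than 1 context, genes fully covered, additional genes in read-through transcripts, and predicted structures. The mprA and dcm-vsr-yedR-yedJ examples were left out because their genes could not be paired with identifiers in the tables. The control libraries, which have no counts among the files, and the qPCR experiments were not analysed here.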

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

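A signal in data the paper does not discuss flagged 85 pairs of a TSS and a TTS, called in both M9 Sequel replicates but, from the same TSS position, in neither RS II library nor Supplementary Data 1. Of these, 71.8% have fewer than 20 informative reads in the M9 RS II library, the limit below which read depth was taken to explain a missed TTS. That share includes 29 pairs with 0 informative reads in both RS II libraries, for which depth alone is a weak account. Without them 32 of the 85 pairs are below the limit, and 24 are not. The M9 RS II library is also the deeper one, with 267427 reads against 259779 and 211546. Regions left out of the RS II files were tested as another explanation, with a prediction made only after the 0 reads had been seen, and 0% of the 85 intervals lack RS II reads. A TSS position shifted between the platforms was tested as well, again with a prediction made after the result was seen. An RS II or listed pair with the same TTS and a TSS within 10 bp exists for 10.6% of the 85 pairs, among them 7 of the 29, and 20 bp gives the same number. These 9 pairs are thus called on RS II from a neighbouring TSS position. Among the 29 pairs, 25 have a distance from TSS to TTS that recurs, within 1 bp, in at least 3 of the pairs: 1689 bp in 7 pairs, 1542 bp in 6, and 1766 and 2159 bp in 5 each. Without a genome sequence, whether these are repeated sequences could not be tested. The paper's filter of TSSs against the control library could also have removed these TSSs from the RS II files. Without the control counts that could not be tested either. Few reads at these TSSs in the M9 RS II library remain a candidate explanation for 32 of the 85, and no explanation tested accounts for most of the 29. No biological explanation was tested, since these libraries share the M9 condition.

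In the same way, 65 of 1296 TSSs with more than 4 reads in both Sequel replicates (5.02%) were flagged because they have no read within 5 bp in the M9 RS II library. They hold a median of 20 and at most 790 reads in replicate 1, and 6289 reads of that library (2.42%) in all. Size selection was tested first. If these TSSs made short transcripts, their Sequel reads would more often be shorter than 1 kb, but the odds ratio was 0.355 (0.771% against 2.14% of reads). This test cannot decide on size selection, because the M9 RS II library has more reads below 1 kb (19.3%) than Sequel replicates 1 and 2 (4.2% and 1.5%). The other predictions were made only after the result was known. Regions left out of the RS II files were tested, and 0% of the TSSs lie where no RS II read of either strand overlaps. A shifted TSS position was tested, and a M9 RS II TSS with more than 4 reads lies within 10 bp of 13.8% of them (20% within 20 bp), which leaves 56 without. Poisson sampling at the depth of the M9 RS II library would leave 0.113 of the 1296 TSSs without a read. A first form of this depth test, which counted TSSs with fewer than 3 expected reads, was replaced because TSSs with more than 4 reads in both replicates cannot meet it. The paper's Methods retain only TSS positions with a higher share of reads in the enriched than in the control library. The RS II counts give 2186 TSSs in M9 and 1902 in Rich, the numbers the paper reports after this filter. It may therefore have removed TSSs from the RS II files. Of the 65 TSSs, 63.1% also have no read within 5 bp in the Rich RS II library. The control counts were not in the files analysed here, so the pattern cannot be told apart from such a filter, and it is not called biological.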

How the results depend on the processing

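Every alternative moved the numbers of TSSs and of common TSSs by less than 1.5 times, the limit set for counts. Asking for at least 10 reads still lowered the TSSs from 2186 to 1548 in M9 and from 1902 to 1319 in Rich. The sign and test of the correlation of TSS usage and the correlation between replicates also stayed on the same side of their rules. The replicate correlation ranged from 0.857 to 0.885 when the M9 RS II library replaced replicate 1 or replicate 2. The correlation of TSS usage between media kept its sign, but its size depends on the scale, with 0.297 on the linear scale and 0.685 on the log2 scale.

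Restricting to TSSs with more than 4 reads changed the mean read length from 2015 to 2028.92 bp and the covered genome from 90.2% to 64.2%, because rare TSSs contribute many positions with few reads. The number of TTSs depends on how strong a peak of 3′ ends must be. The strictest threshold on the share left 188 in M9 and 265 in Rich, the loosest gave 624 and 652, and at least 20 reads left 247 and 276. A window of 100 bp counts more of the reads just downstream as terminated, and lowered the share of TTSs with read-through to 59.1% in M9 and 58.5% in Rich. Requiring at least 50 informative reads raised it to 74.4% in Rich. Counting all reads downstream of the TTS lowered the share with a median extension over 100 bp to 30.8% in M9 and 35.6% in Rich, since the main setting leaves out ends within 50 bp.

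TTSs that differ between the media numbered 44. There were 70 with Sequel replicate 1 as the M9 library and 29 when a difference of at least 20 percentage points was required. Between the Sequel replicates 2 TTSs differed, and 1 by at least 20 percentage points, while 75 and 69 differed between the M9 RS II library and replicates 1 and 2. The M9 libraries of the 2 platforms, which also differ in library preparation and possibly in culture, thus differed at more TTSs than the libraries of the 2 media. TTSs that differ between TSSs fell from 20 to 11 in M9 and from 17 to 8 in Rich with at least 50 informative reads per TSS, and to 3 and 6 when only TSSs at least 1000 bp upstream of the TTS were used. Most of the main count thus rests on TTSs with a TSS less than 1000 bp upstream, where the size selection acts. TSSs inside another operon were 48.3% in the main setting, 50.9% with the longest read as the end, and 35.2% when an end without a TTS had to be reached by at least 2 reads.

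The alternatives on TSS restriction, all downstream reads and the operon ends, and the exact position at named sites, were chosen after seeing the data. Among named sites, read-through moved in 54 comparisons set before the files arrived and stayed in 88, and it moved most often with Sequel replicate 2 in place of the M9 RS II library. The direction of a difference reversed at several named sites when Sequel replicate 1 or 2 took the place of the M9 RS II library, comparisons added after seeing the data. The difference of Rich minus M9, in percentage points, went from -12.7 to 6.13 and 10.6 at the tsf terminator, from 30.9 to -12.4 and -23.6 at frr, from 22.2 to -3.95 and -12.2 at acpP TSS1, from 27.0 to -3.94 and -13.6 at acpP TSS2, from -11.9 to 11.1 and 12.8 at recA TSS1 and from 4.32 to -13.7 and -26.1 at recA TSS2. In M9, recA TSS1 minus TSS2 went from 23.7 to -17.3 and -31.5. In the same added comparisons, the difference kept its direction with both replicates at prs, dapA-bamC, can, the site at 190800 and both rplB sites. It became weaker in 3 of these comparisons, at 190800 and both rplB sites with replicate 2. At can the media did not differ on the RS II (adjusted p = 0.135, Fisher's exact test over 14 sites). The Sequel libraries were selected and sequenced differently, which changes the mix of transcript lengths. The replicate block was not run because only M9 on the Sequel has more than 1 library, and the groups compared share fewer than 2 replicate numbers. Alternatives for the operon number, genes in more than 1 context, genes fully covered, additional genes in read-through transcripts and predicted structures were not run because they need a genome annotation. At a median of 54 informative reads per M9 TTS, a read-through near 5% is only a few reads, which limits the shares above that level.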

Differences from the paper's values

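The paper gives around 30% of its defined operons as starting within another operon. The main setting here gives 48.3%, but as a share of TSSs with at least 5 reads. The paper's operons are unique combinations of fully covered genes, so the 2 shares are not of the same unit. No alternative for this measure had been set before the files arrived. With the longest read as the end of every operon the value was 50.9%. With the end of an operon without a TTS placed at the longest end reached by at least 2 reads, a setting chosen after seeing the values, it was 35.2%, within 1.5 times the paper's value.

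The definition of reads terminated at a named site was chosen after seeing the files. The main setting, with ends up to 5 bp upstream, gives 42.8% at prs in M9 against the paper's 46%, and the exact position gives 70.3%. For recA TSS1 in M9 the main setting gives 27.9% against the paper's 32%, and the exact position, also chosen after seeing the values, gives 32.1%. For hpt in Rich the main setting gives 78.1% against the paper's 85%, and the exact position gives 85.4%. For the share of M9 TTSs with read-through the main setting gives 72.4% against the paper's 75%. At the sites of Supplementary Data 1 it is 72.8%, and 74.8% with the reads at the TTS as listed there, a setting chosen after seeing the values. At prs, leaving out the reads within 50 bp gives 45.8%.

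The paper states that genes with differing contexts tend to have more of them in Rich medium. In the supplementary list 332 genes have more contexts in Rich and 290 more in M9 (exact sign test, p = 0.1). For recA the paper states that the longer transcript is read through more often. This order holds in the M9 RS II library, and in M9 Sequel replicates 1 and 2 the longer transcript has the lower read-through (4.91% against 22.2%, and 3.15% against 34.6%).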

Other observations

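Read-through at the same TTS differed more often between the M9 RS II library and a Sequel replicate of M9 (75 of 243 and 69 of 212 TTSs) than between the Sequel replicates (2 of 233). The RS II size bins were tested as a technical explanation. If they were the cause, TTSs whose terminated and read-through transcripts fall into different bins would differ more often. For replicate 1 these were 58.3% of 72 TTSs against 20.0% of 165 in the same bin, and for replicate 2 62.5% of 64 against 20.1% of 144 (Fisher's exact test, larger p = 1.83e-08). Read depth was tested at equal informative reads at 208 TTSs, where still at least 50 differed between the platforms and 1 between the Sequel replicates. A shift of 3′ ends was tested by counting ends up to 20 bp upstream, and up to 74 TTSs still differed. The size bins remain a candidate explanation. A difference between cultures was not tested.

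The same bins bear on the comparison of M9 with Rich on the RS II. TTSs whose transcripts fall into different bins differed in 25.6% of 90, against 13.5% of 156 for those within 1 bin (Fisher's exact test, p = 0.0241). Between libraries of the same medium that differ in platform and library preparation, at least 69 TTSs differed, against 44 between the media. Whether these M9 libraries also come from different cultures is not clear from the paper, and no test here separates the culture from the platform. The prediction for this last test was made only after that result was known. With 1 library per medium, these counts cannot tell an effect of the medium on read-through from a difference in culture or library preparation. Of the 44 TTSs, 36 could be tested with both Sequel replicates and 20 kept their direction. As all these comparisons share the same Rich library, that does not separate the medium from this library. For recA, the bins may also have set the order of the TSSs. Over all reads other than those of recA, the odds of a length of 2.1 to 2.3 kb against 1.7 to 1.9 kb were 4.21 and 5.19 times higher in the RS II library than in Sequel replicates 1 and 2. Other length ranges had been written first and were changed before the test was run, and they give 2.93 and 3.54.

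Genes differ in the number of contexts between the media, and a gene with more covering reads has more chances to be seen in another context. The difference in contexts rose with the ratio of covering reads (Spearman correlation of 0.221 across 1311 genes, which are not independent, permutation p = 1e-05). This was tested in the 1311 genes with known bounds, of which 194 have more contexts in Rich and 187 more in M9, so it cannot address an excess in Rich. If unequal covering reads were the cause of the differences, genes with similar numbers would differ less often. They differed more often, at 40.7% of 268 genes against 26.1% of 1043. That prediction was made only after the result was known. The matched genes have a median of 20.5 M9 reads against 2 for the others, and genes with few reads have little chance to show several contexts. The comparison therefore cannot rule out unequal covering reads, and the differences in contexts cannot be told apart from that explanation.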
